# Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury

**DOI:** 10.1371/journal.pone.0037635

**Published:** 2012-05-22

**Authors:** Kathryn M. Munro, Victoria M. Perreau, Ann M. Turnley

## Abstract

Mice lacking the axon guidance molecule EphA4 have been shown to exhibit extensive axonal regeneration and functional recovery following spinal cord injury. To assess mechanisms by which EphA4 may modify the response to neural injury a microarray was performed on spinal cord tissue from mice with spinal cord injury and sham injured controls. RNA was purified from spinal cords of adult EphA4 knockout and wild-type mice four days following lumbar spinal cord hemisection or laminectomy only and was hybridised to Affymetrix All-Exon Array 1.0 GeneChips™. While subsequent analyses indicated that several pathways were altered in EphA4 knockout mice, of particular interest was the attenuated expression of a number of inflammatory genes, including Arginase 1, expression of which was lower in injured EphA4 knockout compared to wild-type mice. Immunohistological analyses of different cellular components of the immune response were then performed in injured EphA4 knockout and wildtype spinal cords. While numbers of infiltrating CD3+ T cells were low in the hemisection model, a robust CD11b+ macrophage/microglial response was observed post-injury. There was no difference in the overall number or spread of macrophages/activated microglia in injured EphA4 knockout compared to wild-type spinal cords at 2, 4 or 14 days post-injury, however a lower proportion of Arginase-1 immunoreactive macrophages/activated microglia was observed in EphA4 knockout spinal cords at 4 days post-injury. Subtle alterations in the neuroinflammatory response in injured EphA4 knockout spinal cords may contribute to the regeneration and recovery observed in these mice following injury.

## Introduction

The Eph receptors are the largest family of tyrosine kinases [1], [2] and together with their ligands, the ephrins, they play a major role in modulation of numerous biological functions. They are expressed in a wide variety of tissues during development and in the adult, including in the central nervous system (CNS). Eph-ephrin signalling affects numerous processes in the developing CNS, largely related to cell adhesion/repulsion and cytoskeletal changes, including acting as axon guidance cues in the developing CNS, steering growth cones to their correct locations. EphA4 expression is vital for the correct establishment of spinal cord circuitry as demonstrated by the phenotype of EphA4 knockout mice [3] and is expressed within the developing spinal cord, where it has a critical role in the guidance of corticospinal tract axons [4].

Within the adult rodent spinal cord, EphA4 protein has been localised to axons of the dorsal funiculus [5], substantia gelatinosa [5], and glial cells within the white matter [5]. Weak expression has been observed in some motor neurons [6] and grey matter astrocytes [7]. EphA4 expression is markedly upregulated in the adult spinal cord following injury. EphA4 knockout mice display significant axonal regrowth by six weeks post-spinal cord injury (SCI), while histological differences between injured EphA4 knockout and wild-type mice are already evident as early as 4 days post-injury [6]. Further, in wild-type mice, blocking of the EphA4 receptor promotes axonal regeneration and functional recovery following SCI [8].

Ephs and ephrins are also associated with immune function and inflammation [9]. Expression of Ephs and ephrins can be upregulated by pro-inflammatory mediators in cell lines *in vitro*, and the changing expression of Ephs and ephrins may play a role in leukocyte movement into sites of inflammation by affecting the adhesion of leukocytes, and altering vascular permeability by changing the adhesion of endothelial cells [10] and CNS vascular formation [11]. Numerous Ephs and ephrins are expressed in endothelial cells, as well as leukocytes including monocytes and lymphocytes [10] and Eph receptor activation can regulate T lymphocyte adhesion [12]. EphA4 expression has been detected in subpopulations of CD4+ [13], [14] and CD8+ T lymphocytes [14], B lymphocytes [15], [16] and platelets [17], [18]. In the CNS, inflammatory cells in lesions from multiple sclerosis patients were found to express EphA4, as well as a number of other Ephs and ephrins [19].

A significant non-CNS phenotype observed in EphA4 knockout mice relates to their immune system. The thymic epithelium does not develop normally in these mice; by 4 weeks of age, the thymus of knockout mice is significantly smaller (with respect to body size) than seen in their wild-type littermates, leading to altered T cell development [20]. Therefore, while EphA4 knockout mice are in general healthy and their most obvious phenotype is a hopping gait, numerous physiological processes are subtly altered in these mice – not only in the CNS, but also in the vascular and immune systems.

EphA4 upregulation has been localised to reactive astrocytes following SCI in mice [6] and rats [7] and following brain injury in the marmoset [21] and rat [22], as well as regulating astrocyte reactivity *in vitro* [22], [23]. Low levels of EphA4 protein have been localised to axons near the lesion site in injured mice [6] and a similar observation has been made in injured rats: while EphA4 mRNA levels did not change in neurons of the motor cortex following injury, over time EphA4 protein accumulated in the injured axon stumps adjacent to the spinal cord lesion [7]. Following SCI in rats, EphA4 has additionally been detected in motor neurons [24].

There are a number of altered mechanisms which potentially contribute to the axonal regeneration and functional recovery seen in EphA4 knockout mice. The rationale behind performing the original hemisection experiments described above [6] was that the removal of a repulsive guidance cue from the lesion environment would result in less inhibition of axons attempting regrowth. However, many factors contribute to secondary damage and lack of regeneration following CNS injury and the extensive regeneration in EphA4 knockout mice suggested other factors may be contributing to this beneficial outcome, in addition to the removal of a source of axonal repulsion. These additional factors may include decreased astrocytic gliosis, altered blood flow or other vascular alterations, and a differential inflammatory response.

As a constitutive knockout mouse, the absence of EphA4 during development may lead to compensatory alterations in the expression of other genes, which may also impact injury response. Furthermore, EphA4 is expressed in multiple tissues, both within and outside the CNS. While EphA4 is an important axon guidance molecule and is upregulated in astrocytes following injury, less is known about its expression in other CNS and peripheral cell types relevant to SCI such as endothelial and immune cells. Gene expression profiling, using microarrays or other high-throughput technologies, is a powerful discovery tool for identifying differences in biological processes between tissues and has been widely used in neurosciences, particularly in models of CNS injury. In this study we used genome wide expression profiling to compare differential gene expression in wild-type and EphA4 knockout mice following SCI, to identify mechanisms regulated by EphA4 through which functional recovery may be regulated.

## Methods

### Mice

All animal work was approved by the University of Melbourne Anatomy & Cell Biology, Neuroscience, Pathology, Pharmacology, and Physiology Animal Ethics Committee in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes, approval number 0703762. Male and female EphA4 knockout mice and their wild-type littermates were bred on a C57/Bl6 background and were aged between 10 and 14 weeks. The generation of EphA4 knockout mice is described in Dottori et al [3]. Mice were group housed in standard cages with free access to food and water and were kept on a 12 hour light/dark cycle.

### Spinal Cord Injury Surgery and Mouse Care

Mice were anaesthetised with an intraperitoneal (IP) injection of ketamine (100 µg/g body weight; Ketamil, Troy Laboratories, Aust.) and xylazine (13.5 µg/g body weight; Xylazil, Troy Laboratories) in sterile phosphate buffered saline (PBS). Experimental mice were given a lumbar spinal cord hemisection: two to three vertebral laminae at T13-L1 were removed and the left side of the spinal cord was sectioned manually with a fine microsurgical knife (Coherent Scientific, Aust.). The spinal cord was cut twice in the same place to ensure complete section. Control mice underwent a laminectomy only. After surgery the wound was closed with small metal clips (Becton Dickinson, USA) applied using a skin applicator (World Precision Instruments, USA).

Analgesia was provided by IP injection of Carprofen (5 µg/g body weight; Rimadyl, Pfizer, UK) immediately following anaesthesia and 24 hours post-surgery, subcutaneous application of Lignocaine (Troy Laboratories) at the time of surgery, and the addition of paracetamol to drinking water (2 mg/ml water; liquid Panadol, GlaxoSmithKline, Aust.) for the remainder of the experiment. 0.9% saline (NaCl in sterile H_2_O) equivalent to 2% of body weight was administered IP before surgery, two hours post-surgery, and later as recommended by animal house staff. Mice were culled if they displayed weakness in their right leg, rapid weight loss, or any signs of lethargy or distress. All efforts were made to minimise animal numbers and animal discomfort.

### RNA Extraction and Microarray Hybridisation

Twelve mice were used for the microarray experiment: EphA4 and wild-type mice were given a spinal cord hemisection (*n* = 3 per genotype), or laminectomy only (*n* = 3 per genotype). Each genotype group was gender-balanced with two males and one female in each group. At 4 days post-injury mice were culled via CO_2_ asphyxiation. After laminectomy, 6 millimetres of tissue centred on the injury epicenter or equivalent area in control mice was manually dissected from the left (injured) half of the spinal cord. Tissue was immediately snap frozen on a mixture of isopentane (Chem-Supply, Aust.) and dry ice and stored at −80°C. RNA was extracted by homogenising each sample in 1 ml of TRIzol Reagent (Invitrogen, Aust.) according to the manufacturer’s protocol. Chloroform (Chem-Supply) was used in the phase separation, and 2-propanol (Sigma-Aldrich) in RNA precipitation. RNA was washed in 75% ethanol (from Molecular Biology Grade absolute ethanol, Sigma-Aldrich) and the RNA pellet was air dried briefly before being resuspended in RNase-free H_2_O. RNA was further purified using the RNeasy Micro Kit (Qiagen, Aust.) according to the manufacturer’s protocol and stored at −80°C. Samples were processed by the Australian Genome Research Facility (www.AGRF.org.au) where quality was assessed on an Agilent Bioanalyser 2100 before 1 µg RNA was hybridised to Affymetrix Mouse All-Exon ST Array GeneChips™, with RNA from a single mouse spinal cord hybridised to an individual GeneChip™.

### Bioinformatic Analysis

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [25] and are accessible through GEO Series accession number GSE34430 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34430).

Expression data was loaded into Partek Genomics Suite 6.5 (Partek, Missouri, USA) to assess the quality of the data and perform statistical analyses. Affymetrix CEL files were imported using the Robust Multi-Chip Average (RMA) algorithm. Affymetrix library files used in conjunction with Partek Genomics Suite were the V1 release version for the Mouse Exon 1.0 ST Array, and annotation files were from NetAffx (www.affymetrix.com). Core probesets only were selected and a gene-level summary analysis was conducted. Only relevant CEL files were loaded into Partek for analyses using only sham-operated or only injured samples; all files were loaded to conduct analyses of all samples, and all samples were normalised before conducting hierarchical clustering analysis. Few genes passed the stringent threshold for False Discovery Rate; therefore a p-value cut-off of 0.01 and a fold-change cut-off of 1.2 were used for all analyses to minimise the risk of generating false positive results.

Several programs were used to further analyse the lists of differentially expressed genes generated with the significance level and fold-change settings above, and place them in a functional context. Differentially expressed gene lists were entered into GoMiner [26] (discover.nci.nih.gov/gominer), a bioinformatics enrichment tool which uses data in the Gene Ontology database (www.geneontology.org) to identify gene ontology groups which are significantly over-represented in gene lists. Gene ontology categories were allocated a p-value, and we selected a p-value cut-off of 0.05. (The GoMiner settings used were:organism = mouse; data sources = all; evidence code = 3.) Significant gene ontology groups containing only one differentially expressed gene were disregarded to reduce the likelihood of false positives. Approximately 10% of entered genes were not recognised by GoMiner.

### Histology

Post-injury timepoints included were 2, 4, 14 and 42 days. To minimise animal number and suffering, naïve controls were used to compare to the multiple post-injury timepoints. Mice were culled with a lethal injection of pentobarbitone sodium (Lethabarb, Virbac, Aust., 150 mg) and transcardially perfused with 0.1 M phosphate-buffered saline (PBS) and 4% paraformaldehyde (PFA, Sigma-Aldrich, Aust.) in PBS. Spinal cord tissue was post-fixed in 4% PFA for two hours, rinsed in PBS, and placed in increasingly concentrated sucrose solutions (10%, 20% and 30%) in PBS. Spinal cords were left in 30% sucrose overnight, then immersed in Tissue-Tek O.C.T. compound (Sakura Finetek, USA) and snap-frozen in isopentane (Ajax Finechem, Aust.) cooled in liquid nitrogen. Spinal cords were sectioned at 10 µm on a Leica cryostat onto Superfrost Plus slides (Lomb Scientific, Aust.) in either the transverse or horizontal plane, and stored at −80°C until used. Every tenth slide from each spinal cord was stained with haematoxylin and eosin to identify the lesion site and assess tissue morphology. The rostro-caudal mid-point of lesioned tissue was deemed the injury epicenter for subsequent analyses.

### Immunohistochemistry

Cryosections were thawed at room temperature for at least 1 hour, rinsed in PBS, and incubated for a minimum of 30 minutes in blocking solution. For the majority of experiments, the blocking solution used was PBS containing 2% normal goat serum (NGS, Invitrogen, Aust.), 2% foetal calf serum (FCS, Thermo Scientific, Aust.) and 0.2% Tween-20 (Ajax Finechem). For Arginase 1 labelling, the blocking solution used was PBS containing 2% bovine serum albumin (BSA, Sigma-Aldrich) and 0.2% Tween-20. Sections were incubated with primary antibody diluted in blocking solution overnight at room temperature; these included rat anti-CD11b (Millipore, 1∶500), goat anti-Arginase 1 (Santa Cruz, 1∶250), and rabbit anti-CD3 (Abcam, 1∶500). Sections were rinsed in PBS three times for a minimum of 5 minutes, then incubated with a fluorophore-tagged secondary antibody diluted in PBS for 1 hour at room temperature. Secondary antibodies included goat anti-rat Alexa Fluor 488 (Invitrogen, 1∶500), donkey anti-goat Cy3 (Jackson ImmunoResearch, 1∶500) and donkey anti-rabbit Alexa Fluor 594 (Invitrogen, 1∶500). For Arginase 1 and CD11b double-labelling, sections were incubated with the secondary antibody for Arginase 1 before being incubated with the secondary antibody for CD11b, to avoid cross-reactivity. Cell nuclei were counterstained with DAPI (Sigma-Aldrich). Secondary antibody specificity was determined by omitting the primary antibody.

### Histological Analysis

#### Analysis of CD11b+ area in horizontal sections

CD11b immunostaining for macrophages and activated microglia was quantitated in a 1 mm rostro-caudal area encompassing the injury (500 µm rostral and caudal to the injury epicentre). Between 3 and 6 horizontal cryosections spaced 100 µm apart were analysed from uninjured (naïve) mice (n = 3 wild-type, n = 2 knockout) and hemisectioned mice at 2 days (n = 3 per genotype), 4 days (n = 3 per genotype) and 14 days (n = 2 per genotype) post-injury. The horizontal sections used were close to the midline and displayed both grey and white matter in intact areas. Images were taken on an Olympus IX81 microscope at x10 magnification with minimal alteration of imaging parameters between sections. The images were coded for blinded analysis, and the area of CD11b staining as a proportion of total tissue area on the injured side of the spinal cord was determined using the thresholding function in ImageJ (Rasband, W.S., ImageJ, U.S. National Institutes of Health, Bethesda, Maryland, USA, http://imagej.nih.gov/ij, 1997–2011). Additionally, the area of CD11b immunoreactivity was calculated in the following rostral and caudal fields from the epicentre within each section: 0 to 100 µm, 100 to 200 µm, 200 to 300 µm, 300 to 400 µm and 400 to 500 µm.

#### Analysis of CD11b+ area in transverse sections

CD11b immunoreactivity was quantitated in a 200 µm area centred around the lesion; 3 transverse cryosections spaced 100 µm apart were used with the middle section through the injury epicentre. Tissue was analysed from hemisectioned mice at 2 days (n = 3 per genotype), 4 days (n = 6 per genotype) and 14 days (n = 3 per genotype) post-injury. Tiled images taken on a confocal microscope at x40 magnification were compiled, coded for blinded analysis, and the area of positive staining as a proportion of total tissue area on the left hand side of the spinal cord was determined using the thresholding function in Image.

#### CD11b density counts

The density of CD11b+ cells was analysed in transverse sections within 200 µm of the injury epicentre (as above). Images were taken on a confocal microscope at x40 magnification and coded for blinded analysis. Cells were counted in areas throughout the injured region and the density of cells converted to cells/100 µm^2^. 3 fields were counted in tissue from hemisectioned mice at 2 days (n = 3 per genotype) and 14 days (n = 3 per genotype) post-injury and 8 fields from mice at 4 days post-injury (n = 6 per genotype). CD11b+ cells were counted when they co-localised with the DAPI nuclear counterstain.

#### Arginase 1-positive macrophage/activated microglia counts

The proportion of Arginase 1 immunoreactive ces which co-localised with CD11b+ macrophages/activated microglia was counted in transverse sections within lesioned tissue. Tissue was analysed from hemisectioned mice at 2 days (n = 3 per genotype), 4 days (n = 6 per genotype) and 14 days (n = 3 per genotype) post-injury. Tiled images taken of the entire injured left hand side of the spinal cord were taken on a confocal microscope at x40 magnification, and coded for blinded analysis. A minimum of 12 fields were counted from 2 days post-injury samples due to low density of activated microglia/macrophages, and a minimum of 8 fields were counted from 14 days post-injury samples. In 4 days post-injury samples, a minimum of 4 fields were selected from each of the ‘inner’ areas, closer to the midline of the spinal cord where macrophages were densely packed, as well as the ‘edge’ areas, where macrophages were dispersed among areas of necrotic tissue. CD11b+ cells with a DAPI nuclear counterstain were counted as either Arginase 1-positive or Arginase 1-negative.

### Statistics

For histological analyses, statistics were generated using Student’s t-test in GraphPad Prism (version 4.03, GraphPad Software, Inc.) and values are represented as mean ± standard error of the mean (SEM). Results were considered statistically significant at p<0.05.

## Results

### Quality Control of RNA and Microarray Samples

Assessment of RNA integrity on the Agilent Bioanalyser 2100 indicated an average RNA Integrity Number (RIN) of 9.5, thus RNA samples provided for the microarray were of high quality (Fig. S1A). The expression data was entered into Partek Genomics Suite where quality control analyses were performed. 

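RNA came from the spinal cords of 12 mice, 3 in each of 4 groups: sham-operated wild-type, sham-operated EphA4 knockout, injured wild-type and injured EphA4 knockout. A piece of 6 mm was taken 4 days after surgery, and each mouse had its own Affymetrix exon array. The labels give 2 males and 1 female in every group and 4 RNA extraction batches, of which batches 1 and 2 hold arrays of all 4 groups, while batch 3 holds only sham-operated EphA4 knockout replicate 1 and batch 4 only injured EphA4 knockout replicate 3. The deposited values are log2 intensities from robust multi-array averaging (RMA), 1 per exon probeset. In the table 179496 probesets name 1 gene, and their mean gave the level of each of 15803 genes (median 9 probesets per gene). Column medians lay between 5.79 and 5.85, and with 3 arrays per group the number of arrays limits the precision. As a check of the groups, Epha4, the gene that was targeted, was measured by 18 probesets. Its level was 6.67 ± 0.14 (SD, n = 3) in sham-operated wild-type and 5.17 ± 0.02 (SD, n = 3) in sham-operated EphA4 knockout cords, and 6.07 ± 0.19 (SD, n = 3) and 4.93 ± 0.16 (SD, n = 3) in the injured groups. In both treatments every EphA4 knockout array was below every wild-type array. Genotypes were compared within the sham-operated and within the injured arrays with limma, at the thresholds of the study, an unadjusted p under 0.01 and a fold change of at least 1.2. The effect of injury and the difference between the injury responses of the genotypes were fitted over all 12 arrays, and a gene was called as changed by injury at an adjusted p under 0.05 and the same fold change. Standard errors (SE) are those of limma on the log2 scale. Gene lists, thresholds, the rule for the genes named and the alternatives, apart from 1 for exon usage, were set before the data were examined. Each list was compared with all other genes by limma's camera, with a preset correlation of 0.01 between genes and, beside it, with an estimated correlation.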

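The largest increases after injury were in Lilrb4, Gpnmb and Hmox1. Lilrb4, an inhibitory receptor of myeloid cells measured by 1 probeset, rose 57.7-fold on the mean of both genotypes (log2 fold change 5.85, SE 0.24). Gpnmb, a glycoprotein of phagocytes, rose by 5.51 (SE 0.24) and Hmox1, the enzyme that degrades haem, by 4.86 (SE 0.30). All 19 measured genes of macrophages and phagocytes rose, among them Cd68, a lysosomal protein, by 3.93 (SE 0.13) and Itgb2, an integrin of leukocytes, by 2.81 (SE 0.07); the median of the list was 2.69 (camera adjusted p = 5.28e-29, and adjusted p = 0.0131 with an estimated correlation). All 13 genes of reactive astrocytes rose, with Serpina3n, a protease inhibitor, at 3.00 (SE 0.06) and Timp1, an inhibitor of metalloproteinases, at 4.75 (SE 0.17) (camera adjusted p = 1.02e-18, and adjusted p = 0.012 with an estimated correlation). All 13 genes of cell division rose as well, for example Top2a, a topoisomerase of dividing cells, by 3.10 (SE 0.14) (camera adjusted p = 1.59e-20, and adjusted p = 0.0195 with an estimated correlation). The counts of these 3 lists were the same when adjusted over the list alone.

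Genes of neurons went the other way. Of 21 synapse genes 19 fell and 2 did not pass, with Syt1, a calcium sensor of transmitter release, at −0.69 (SE 0.09) and Grin1, a glutamate receptor subunit, at −0.57 (SE 0.07) (20 lower when adjusted over the list alone, camera adjusted p = 9.03e-08, and adjusted p = 0.16 with an estimated correlation). Of 15 neuronal genes 12 fell and 3 did not pass (13 lower when adjusted over the list alone, camera adjusted p = 3.36e-05, and adjusted p = 0.094 with an estimated correlation). Of 15803 genes, 4710 changed with injury, 2028 higher and 2682 lower (limma, 559 by at least 2-fold). With each array centred on its median the median of all genes moved to −0.13, and 5379 genes changed, 1762 higher and 3617 lower. The first principal component of the gene levels held 60.9% of the variance and put the sham-operated arrays between −30.5 and −25.3 and the injured arrays between 20.6 and 37.5 (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0195 over 9 tests of components).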

Principal Components Analysis (PCA) mapping indicated that the greatest variation between spinal cord samples was due to treatment, i.e. between sham-operated and injured samples (Fig. S1B). 

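Epha4, Wdfy1 and Rmnd1 separated the genotypes when sham-operated and injured arrays were pooled. Epha4 was lower by a log2 fold change of −1.32 (SE 0.09, adjusted p = 1.55e-05 from limma). Wdfy1, a gene of endosomal signalling on the chromosome of Epha4 in GRCm38.p6, was higher by 0.68 (SE 0.08, adjusted p = 0.00765), and Rmnd1, a gene of mitochondrial translation measured by 1 probeset, by 0.73 (SE 0.08, adjusted p = 0.00278). In each of these genes every EphA4 knockout array lay on one side of every wild-type array of the same treatment. No other gene passed an adjusted p of 0.05. At the thresholds of the study 106 genes differed, 28 higher and 78 lower, and 686 had an unadjusted p under 0.05. By chance 158 would have an unadjusted p under 0.01 whatever their fold change, so the 158 is not a like count to the 106. On the first principal component the exact permutation p (two-sided) was 0.645 for genotype and 0.687 for sex as labelled, with 1 label in doubt. On the second component it was 0.673 and 0.242. Labels were permuted over sham-operated and injured arrays together. The first component sets the treatments far apart, so a genotype or sex difference within a treatment could hardly give a small p there. The p values on that component therefore do not show that such a difference is absent. Within extraction batch 1 the injured arrays lay at 26.3 and 37.5 (wild-type) and 20.6 (EphA4 knockout) on the first component, and within batch 2 at 34.4 (wild-type) and 31.8 (EphA4 knockout). Batches 3 and 4 hold 1 array each, so that no value within them can be given.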

There was no obvious clustering based on genotype, gender, or RNA extraction date. No samples were identified as biological or technical outliers, therefore all samples were included in the subsequent bioinformatic analysis.

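Some groups of genes set single arrays apart. Skeletal muscle genes had a mean log2 level of 5.83 in injured wild-type replicate 1 and of 3.97 to 4.41 in the other arrays. Genes of pericytes, fibroblasts and meninges stood at 6.89 in sham-operated EphA4 knockout replicate 1 and at 5.30 to 5.96 in the other sham-operated arrays, and at 8.56 in injured EphA4 knockout replicate 1 and 6.81 to 7.64 in the other injured arrays. Olfactory receptor genes, which mark the lowest signals of an array, stood at 3.67 in injured EphA4 knockout replicate 2 and at 3.21 to 3.35 in the other injured arrays. In sham-operated wild-type replicates 1 and 3 they stood at 3.56 and 3.58, and at 3.29 to 3.43 in the other sham-operated arrays. Eif2s3y and Jarid1d, which lie on the Y chromosome, were at 3.25 and 3.39 in sham-operated EphA4 knockout replicate 2, which is labelled male. They were at 3.21 to 3.49 and 3.46 to 3.84 in the arrays labelled female, and at 7.21 to 8.15 and 5.60 to 5.74 in the other arrays labelled male. The correlation of arrays of 1 group, taken across genes, which are not independent replicates, was between 0.985 and 0.992. On the second principal component, which held 9.34% of the variance, injured EphA4 knockout replicates 2 and 3 lay at −26.3 and 17.7.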

### Differential gene expression in sham-operated EphA4 knockout and wild-type spinal cords

To identify underlying gene expression differences between EphA4 knockout and wild-type spinal cords, a one-way Analysis of Variance (ANOVA) of sham-operated samples only was conducted (with genotype as factor). 119 genes were differently expressed between control EphA4 knockout and wild-type mice; 56 genes had a decreased expression in EphA4 knockout compared to wild-type spinal cords, while 63 had an increased expression.

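Wdfy1, which lies among the genes around Epha4, rose in sham-operated EphA4 knockout cords by 0.80 on the log2 scale (SE 0.10), and Irf7, a transcription factor of the interferon response, by 0.92 (SE 0.22). The median of 12 interferon response genes was −0.03 within extraction batch 1 and 0.43 within batch 2. Their mean level was 5.35 in sham-operated EphA4 knockout replicate 3 and 4.57 to 4.80 in the other sham-operated arrays. Hspa1a, a heat shock protein, rose by 0.89 (SE 0.24) and Ctse, an aspartic protease, by 0.71 (SE 0.17). Epha4 itself was 2.83-fold lower, a log2 fold change of −1.50 (SE 0.10, adjusted p = 0.00230 from limma). Dbi, the acyl-CoA binding protein, fell by 0.94 (SE 0.18) and Tnni1, the troponin I of slow muscle, by 0.83 (SE 0.12). Of 830 olfactory receptor genes 55 were lower, 2 were higher and 773 did not pass (8 lower when adjusted over the list alone, camera adjusted p = 2.17e-11, and adjusted p = 0.729 with an estimated correlation). Their mean level was 3.56 and 3.58 in sham-operated wild-type replicates 1 and 3 and 3.29 to 3.43 in the other sham-operated arrays of both genotypes. Genes of skeletal muscle had a median of −0.11 with 0 of 9 past the thresholds (1 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.0457, and adjusted p = 0.729 with an estimated correlation). Genes of pericytes, fibroblasts and meninges had a median of 0.41, all 9 above 0 and 0 past the thresholds (0 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.0405, and adjusted p = 0.729 with an estimated correlation). Within extraction batches 1 and 2, without sham-operated EphA4 knockout replicate 1, in which these genes stood high, the median was −0.04 and 0.18. In all, 213 genes met the thresholds of the study, 60 higher and 153 lower in EphA4 knockout cords. Epha4 alone passed an adjusted p of 0.05, and 996 genes had an unadjusted p under 0.05. By chance alone 158 genes would have an unadjusted p under 0.01 whatever their fold change. By the methods' t-test, to which the one-way analysis of variance of the study comes down for a pair of groups, 91 genes met the thresholds, 25 higher and 66 lower, and 0 after adjustment (1 from limma). Of the 213, 113 lay in the dimmest 25% of genes, 8 higher and 105 lower. In a separate fit to the genes above the median level alone, 74 met the thresholds, 52 higher and 22 lower. Arrays normalized by quantiles again gave 189 genes, 79 higher and 110 lower. The lower count also moved with single arrays. Without sham-operated wild-type replicate 2 there were 60 higher and 245 lower, and without sham-operated EphA4 knockout replicate 2 54 higher and 99 lower.

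**Figure D1:**
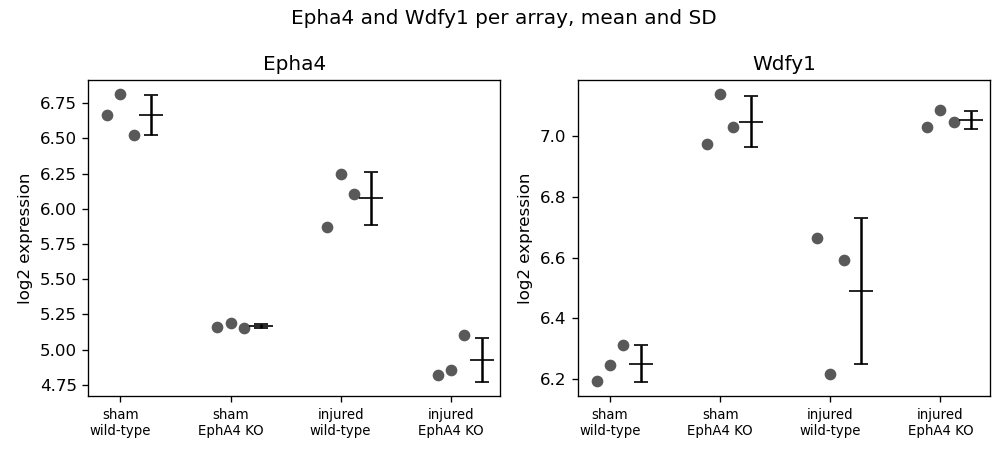
Log2 level of Epha4 and Wdfy1 on each array, by genotype and treatment. Points are arrays, and bars give the mean and SD of the 3 arrays of a group. Epha4 lies between 6.52 and 6.81 in sham-operated wild-type and between 5.15 and 5.19 in sham-operated EphA4 knockout cords, and Wdfy1 between 6.19 and 6.31 and between 6.97 and 7.14.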

Enrichment analysis using GoMiner was conducted to identify altered biological processes, molecular functions or cellular components involving more than one gene, to provide a more robust and comprehensive exploration of the data. Twenty four gene ontology categories were significantly over-represented in the gene list when applying a *p*-value cut-off of 0.05 (Table 1). 

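Lists of genes close to categories of Table 1 were tested in the sham-operated arrays, while the GoMiner enrichment was not repeated here. The study found these categories on the same arrays, so that the lists are not independent evidence of them. Among 81 GTPase activators Rgs8, a regulator of G protein signalling, was higher by 0.43 (SE 0.11) and Tbc1d8b, a Rab GTPase activator, was lower by a log2 fold change of −0.71 (SE 0.20), and 79 did not pass. The list had a median of 0.05 (0 genes when adjusted over the list alone, camera adjusted p = 0.0405, and adjusted p = 0.729 with an estimated correlation). Of 22 genes of mitochondrial import, Timm8b, a chaperone of the space between the mitochondrial membranes, rose by 0.48 (SE 0.09) and 21 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.316). None of 38 proteasome subunits met the thresholds in limma, and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.501). Of 34 genes of pH regulation, the subunits of the vacuolar proton pump and the Slc9a and Slc4a exchangers, 0 met them, and 3 had an unadjusted p under 0.05 from limma (camera adjusted p = 0.896). In neither list did a gene pass when adjusted over the list alone.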

Gene ontology categories were contained within 3 ontology domains: Biological Process, Molecular Function and Cell Component. The significant gene ontology categories containing the highest number of differentially expressed genes were ‘intracellular organelle’ and ‘organelle’ (56 genes), ‘intracellular membrane-bounded organelle’ and ‘membrane-bounded organelle’ (50 genes), ‘nucleus’ (35 genes), ‘cellular macromolecule biosynthetic process’ and ‘macromolecule biosynthetic process’ (23 genes), ‘transcription’ (19 genes) and ‘regulation of gene expression’ (19 genes).

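In the sham-operated arrays 146 of 226 zinc finger genes of the Zfp series lay above 0 (median 0.04), and 225 did not pass. Zfp595 met the thresholds and was lower by a log2 fold change of −0.42 (SE 0.11) (0 when adjusted over the list alone, camera adjusted p = 0.0405, and adjusted p = 0.729 with an estimated correlation). Among 9 immediate early genes Dusp1, a phosphatase of MAP kinases, rose by 0.53 (SE 0.15) and 8 did not pass. Adjusted over the list alone, 3 were higher, Dusp1 with the transcription factors Fos at 0.43 (SE 0.14) and Nr4a1 at 0.29 (SE 0.10) (camera adjusted p = 0.0133, and adjusted p = 0.729 with an estimated correlation). Of 68 mitochondrial ribosomal proteins Mrps5 was higher by 0.34 and Mrps28 lower by a log2 fold change of −0.47, and 66 did not pass (camera adjusted p = 0.321). Of 25 cytosolic ribosomal proteins Rpl14, measured by 1 probeset, was lower (−0.75) and 24 did not pass (camera adjusted p = 0.96). In each of these ribosomal lists 0 genes passed when adjusted over the list alone. In the synapse list 18 of 21 genes lay above 0 (median 0.07), with Stx1a, a membrane fusion protein, at 0.35. None of the 21 met the thresholds, and 4 had an unadjusted p under 0.05 from limma (camera adjusted p = 0.00122, and adjusted p = 0.729 with an estimated correlation). Bright genes as a whole leaned higher in this comparison, with a median of 0.040 in the brightest and −0.091 in the dimmest 25% of genes. Synapse genes had mean levels of 8.34 to 8.58 in the sham-operated arrays, so that the list test cannot tell their lean apart from that of bright genes.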

**Table 1:** Comparison of sham-operated wild-type and EphA4 knockout spinal cords: gene ontology groups over-represented in list of differentially expressed genes.

Biological Process	p-value	Molecular Function	p-value
Regulation of pH	0.0058	Enzyme activator activity	0.0021
Monovalent inorganic cation		GTPase activator activity	0.0201
Homeostasis	0.0089	GTPase regulator activity	0.0392
Mitochondrion organization	0.0145	Nucleoside-triphosphatase regulator	
Regulation of transcription	0.0317	Activity	0.0419
Transcription	0.0346		
Regulation of cell morphogenesis		**Cellular Component**	**p-value**
Involved in differentiation	0.0361	Nucleus	0.0083
Regulation of gene expression	0.0375	Intracellular organelle	0.0143
Cellular macromolecule biosynthetic		Organelle	0.0145
Process	0.0408	Cell junction	0.0175
Macromolecule biosynthetic process	0.0420	Intracellular membrane-bounded	
Positive regulation of apoptosis	0.0442	Organelle	0.0275
Positive regulation of programmed		Membrane-bounded organelle	0.028
cell death	0.0456	Synapse	0.0362
Positive regulation of cell death	0.0463	Proteasome complex	0.0423

(GoMiner analysis: significance level of p<0.05).

### Differential gene Expression in Injured EphA4 Knockout and Wild-type Spinal Cords

To identify genes differentially expressed between genotypes following CNS injury, a one-way ANOVA was performed comparing injured groups only: 71 genes differentially expressed between genotypes passed a cut-off of *p*<0.01 and a fold change of ≥1.2 (Table S1). 

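In injured cords Ctse, an aspartic protease, was higher in EphA4 knockout than in wild-type by 1.59 on the log2 scale (SE 0.43), Rmnd1 by 1.12 (SE 0.12, 1 probeset) and Ifi44, an interferon-induced gene, by 0.83 (SE 0.22). The median of 12 interferon response genes was 0.40 within extraction batch 1 and −0.56 within batch 2. Their mean level was 5.23, 6.01 and 6.30 in the injured EphA4 knockout arrays and 5.54 to 5.79 in the injured wild-type arrays. Lower were Gabarapl2, a gene of autophagy measured by 1 probeset, at −1.17 (SE 0.26), Fabp5, a fatty acid binding protein measured by 1 probeset, at −0.83 (SE 0.21), and Tgm1, a transglutaminase, at −0.82 (SE 0.18). Of 13 genes of cell division Ccnb2, a cyclin of mitosis, fell by 0.71 (SE 0.16) and Mki67, a marker of dividing cells, by 0.70 (SE 0.17), and 11 did not pass, all 13 below 0 (2 lower when adjusted over the list alone, camera adjusted p = 2.88e-11, and adjusted p = 0.273 with an estimated correlation). The median of this list was −0.61 within extraction batch 1 and −0.24 within batch 2, and its mean level was 5.40 in injured EphA4 knockout replicate 2 and 5.79 and 5.91 in replicates 1 and 3. Skeletal muscle genes, high in injured wild-type replicate 1, had a median of −0.49 with 0 of 9 past the thresholds (1 at an unadjusted p under 0.05 from limma, camera adjusted p = 6.33e-04, and adjusted p = 0.457 with an estimated correlation). Within batch 1 their median was 0.27 and within batch 2, which holds that array, −1.56. Ctse, Rmnd1 and Wdfy1 were higher in EphA4 knockout cords of both treatments, 3 genes where 0.0797 would fall by chance (Fisher's exact p = 6.59e-05), and Ccl7 and Epha4 were lower in both, 2 where 1.02 would (Fisher's exact p = 0.27). In all, 126 genes met the thresholds of the study, 21 higher and 105 lower. By chance alone 158 genes would have an unadjusted p under 0.01 whatever their fold change, while the 126 also met the fold change. None passed an adjusted p of 0.05 from limma (smallest 0.110), 637 had an unadjusted p under 0.05, and by the methods' t-test 83 met the thresholds, 18 higher and 65 lower, and 0 after adjustment. Centring each array on its median gave 111 genes, 36 higher and 75 lower, and quantile normalization again 146, 40 higher and 106 lower. Of the 126, 13 lay in the dimmest 25% of genes, 8 higher and 5 lower, and 25 in the brightest 25%, 0 higher and 25 lower. The median over all genes was 0.061 in the dimmest and −0.025 in the brightest 25%. The interquartile range of probeset levels was 3.28 in injured EphA4 knockout replicate 2 and 3.47 to 3.61 in the other injured arrays. Signal range as a cause of the excess of lower calls was not tested here. With extraction batch as a fixed term 202 genes met the thresholds, 97 higher and 105 lower. That fit leaves out injured EphA4 knockout replicate 3, alone in its batch, and leaving out that array without a batch term gave 165. With array weights 553 genes met the thresholds, and without injured wild-type replicate 3 the count was 72.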

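Arg1 encodes arginase 1, an enzyme that splits arginine, and was measured by 9 probesets. Its log2 level was 8.46 ± 0.54 (SD, n = 3) in injured wild-type and 6.78 ± 0.50 (SD, n = 3) in injured EphA4 knockout cords, 3.20-fold lower (log2 fold change −1.68, SE 0.30). The unadjusted p from limma was 3.48e-04, and the adjusted p over 15803 genes was 0.998 (0.114 to 1.00 over the alternatives, those that leave out 1 array included). By the methods' t-test the unadjusted p of Arg1 was 0.0166. All 3 EphA4 knockout arrays lay below all 3 wild-type arrays (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). By the size of its change Arg1 ranked 2 of the 15803 genes. Gstp2, a glutathione transferase measured by 1 probeset, had a larger log2 fold change of −1.84 (SE 0.59) and an unadjusted p of 0.0124 from limma, which missed the threshold.

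**Figure D2:**
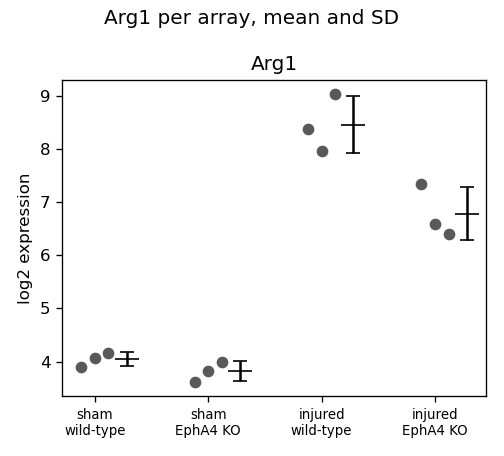
Log2 level of Arg1 on each array, by genotype and treatment. Points are arrays, and bars give the mean and SD of the 3 arrays of a group. Injured wild-type arrays lie between 7.96 and 9.03 and injured EphA4 knockout arrays between 6.41 and 7.34, and sham-operated arrays between 3.62 and 4.16.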

Arginase 1 narrowly missed this *p*-value threshold (p = 0.0164), however it was identified as a candidate gene for further analysis due to having the largest fold change (fold change 3.11) in the dataset.

Expression profiles of the 71 differentially expressed genes were then analysed across all four treatment groups using hierarchical clustering on expression data from all samples (Fig. S2). This identified groups of genes with similar expression profiles across all treatment groups. 

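Table S1 places its genes in clusters A to D, apart from 3 of those measured here that have no cluster, and the genes were taken by cluster here. All 18 genes of cluster A were below 0 in injured EphA4 knockout against injured wild-type cords, and 11 passed the thresholds. In cluster B 21 of 22 were above 0 (median 0.32) and 6 rose, in cluster C all 12 were below (median −0.35) and 4 fell, and in cluster D all 15 were below (median −0.33) and 5 fell. When adjusted over the list alone, 15 were lower in A, 19 higher in B, 12 lower in C and 12 lower in D. The camera adjusted p of the 4 clusters was between 3.86e-27 and 1.00e-16, and the adjusted p = 0.00833 with an estimated correlation in each. The study chose these genes for this difference on these samples, so that the counts are not independent evidence of it. It formed the clusters from all 12 arrays, so that their changes after injury are not independent evidence either. After injury 15 genes of cluster B fell in wild-type cords (median −0.44) and 3 fell in EphA4 knockout cords (median −0.07). Dab1, an adaptor of reelin signalling in cluster B, fell by 0.76 in wild-type and by 0.32 in EphA4 knockout cords. In cluster C 8 genes rose in wild-type cords (median 0.40) and 1 in EphA4 knockout cords (median 0.07), with Med10, a Mediator subunit, at 0.59 and 0.21. In cluster D 0 genes changed in wild-type cords by limma, with 3 at an unadjusted p under 0.05 (median −0.01), and 5 fell in EphA4 knockout cords (median −0.28), among them Chchd4, a mitochondrial import receptor, by 0.75. Within extraction batches 1 and 2 the medians between injured genotypes were 0.32 and 0.31 in B, −0.37 and −0.33 in C, and −0.30 and −0.31 in D.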

There were four distinct clusters containing genes with similar expression profiles, denoted clusters A to D (Fig. 1). Cluster A includes genes with a relatively low level of expression in sham-operated samples of both genotypes and upregulated expression in both genotypes following SCI. However the post-injury increase in gene expression was attenuated in EphA4 knockout compared to wild-type samples. 

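Rab32, a small GTPase of lysosome-related organelles, rose by 2.67 on the log2 scale in wild-type and by 2.25 in EphA4 knockout cords after injury (SE 0.10 each). Plscr2, a phospholipid scramblase, rose by 1.80 and 1.29 (SE 0.19 each), Ptbp1, a splicing factor, by 1.34 and 0.77 (SE 0.10 each), and Gadd45b, a stress sensor, by 1.20 and 0.52 (SE 0.14 each). All 18 genes of cluster A rose in wild-type cords (median 1.31) and 17 rose in EphA4 knockout cords (median 0.81). Ctla2a, a protease inhibitor measured by 1 probeset, rose by 0.53 in wild-type cords (SE 0.13), and its value in EphA4 knockout cords, 0.06 (SE 0.13), did not pass. Its level was between 2.43 and 3.13 on all arrays, near the lowest signals. On the mean of both genotypes the 18 genes rose, and all 18 were higher when adjusted over the list alone (camera adjusted p = 2.22e-20, and adjusted p = 0.00568 with an estimated correlation). The study formed cluster A from the levels on these same arrays, so that the rise of its genes is not independent evidence.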

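The difference between the injury responses of the genotypes was tested gene by gene as an interaction. It was below 0 in all 18 genes of cluster A, with a median of −0.44. Sla, an adaptor of antigen receptor signalling, had −0.74 (SE 0.19), Gadd45b −0.68 (SE 0.20), Ptbp1 −0.57 (SE 0.15) and Rab32 −0.42 (SE 0.14), and these 4 met the thresholds. The other 14 did not pass, and 8 of the 18 had an unadjusted p under 0.05 from limma (4 lower when adjusted over the list alone, camera adjusted p = 7.71e-13, and adjusted p = 0.0134 with an estimated correlation). The study chose these genes on the same injured arrays, so that the count is not independent evidence. An interaction above 0, counted as higher, is a larger rise or a smaller fall after injury in EphA4 knockout cords, so that it need not be a stronger response. Over all 15803 genes the interaction met the thresholds in 167, 81 higher and 86 lower. None passed an adjusted p of 0.05 from limma (smallest 0.110), 879 had an unadjusted p under 0.05, and 153 met the thresholds with the spread of each gene alone in place of limma's, and 0 after adjustment. By chance 158 genes would have an unadjusted p under 0.01 whatever their fold change. The direction depends on the setting: centred arrays gave 104 higher and 59 lower and extraction batch as a fixed term 184 higher and 101 lower, while genes above the 25th percentile gave 28 higher and 93 lower and genes above the 50th 7 higher and 77 lower, and the count was 340 without injured EphA4 knockout replicate 3. The batch fit leaves out that array and sham EphA4 knockout replicate 1, each alone in its batch.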

A number of these genes are related to inflammation or immune function. These include Fc receptor, IgG, high affinity I (*Fcgr1*), CASP8 and FADD-like apoptosis regulator (*Cflar*), Cysteinyl leukotriene receptor 1 (*Cysltr1*), Nuclear protein 1 (*Nupr1*), CD244 natural killer cell receptor 2B4 (*Cd244*), Toll-like receptor 6 (*Tlr6*), MAP kinase-activated protein kinase 2 (*Mapkapk2*), Caspase 1 (*Casp1*), Src-like adaptor (*Sla*) and Cytotoxic T lymphocyte-associated protein 2 alpha (*Ctla2a*). 

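Of the 10 genes, 5 fell in injured EphA4 knockout relative to wild-type cords. Cysltr1, a receptor for leukotrienes, fell by 0.61 on the log2 scale (SE 0.13), Sla by 0.56 (SE 0.13), Cd244, a receptor of natural killer cells, by 0.53 (SE 0.12), Nupr1, a stress-induced chromatin protein, by 0.45 (SE 0.11) and Tlr6, a receptor for bacterial lipoproteins, by 0.44 (SE 0.10). The other 5 were below 0 without passing the thresholds. Casp1, the protease that activates interleukin 1β, had −0.34 (SE 0.15), Mapkapk2, a kinase of cytokine mRNA stability, −0.30 (SE 0.11), Fcgr1, a receptor for IgG, −0.29 (SE 0.11), Cflar, an inhibitor of caspase 8, −0.25 (SE 0.14) and Ctla2a, measured by 1 probeset, −0.35 (SE 0.12). The median of the 10 was −0.39, and −0.42 and −0.45 within extraction batches 1 and 2. Adjusted over the list alone 8 were lower (camera adjusted p = 2.73e-15, and adjusted p = 0.0112 with an estimated correlation), and since the study chose them on these samples this is not independent evidence. In sham-operated cords the median was −0.01, and 0 of the 10 met the thresholds (1 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.849).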

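In sham-operated cords Arg1 stood near the lowest signals of the arrays, at 4.04 ± 0.13 (SD, n = 3) in wild-type and 3.82 ± 0.19 (SD, n = 3) in EphA4 knockout mice, a log2 fold change of −0.23 (SE 0.13) that did not meet the thresholds. After injury Arg1 rose by 4.41 in wild-type cords (SE 0.26, adjusted p = 9.46e-08 from limma) and by 2.96 in EphA4 knockout cords (SE 0.26, adjusted p = 4.90e-06). The difference between these responses was −1.45 (SE 0.37), with an unadjusted p of 0.00168 and an adjusted p of 0.851 from limma, and it ranked 26 of all genes by p.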

The expression profile of genes in cluster A is shared by the gene Arginase 1 which is also related to inflammation, being expressed in a subset of macrophages. Arginase 1 was previously identified as a gene of biological interest based on its relatively large expression difference between injured wild-type and EphA4 knockout samples. The combination of its large fold change, its association with inflammation, and the similarity between its expression profile and that of other differentially expressed genes related to inflammation and immune function, led to the selection of Arginase 1 for further *in vivo* analysis. This analysis was conducted alongside a comparison of the general extent of inflammatory infiltration in injured wild-type and EphA4 knockout spinal cords.

**Figure 1:**
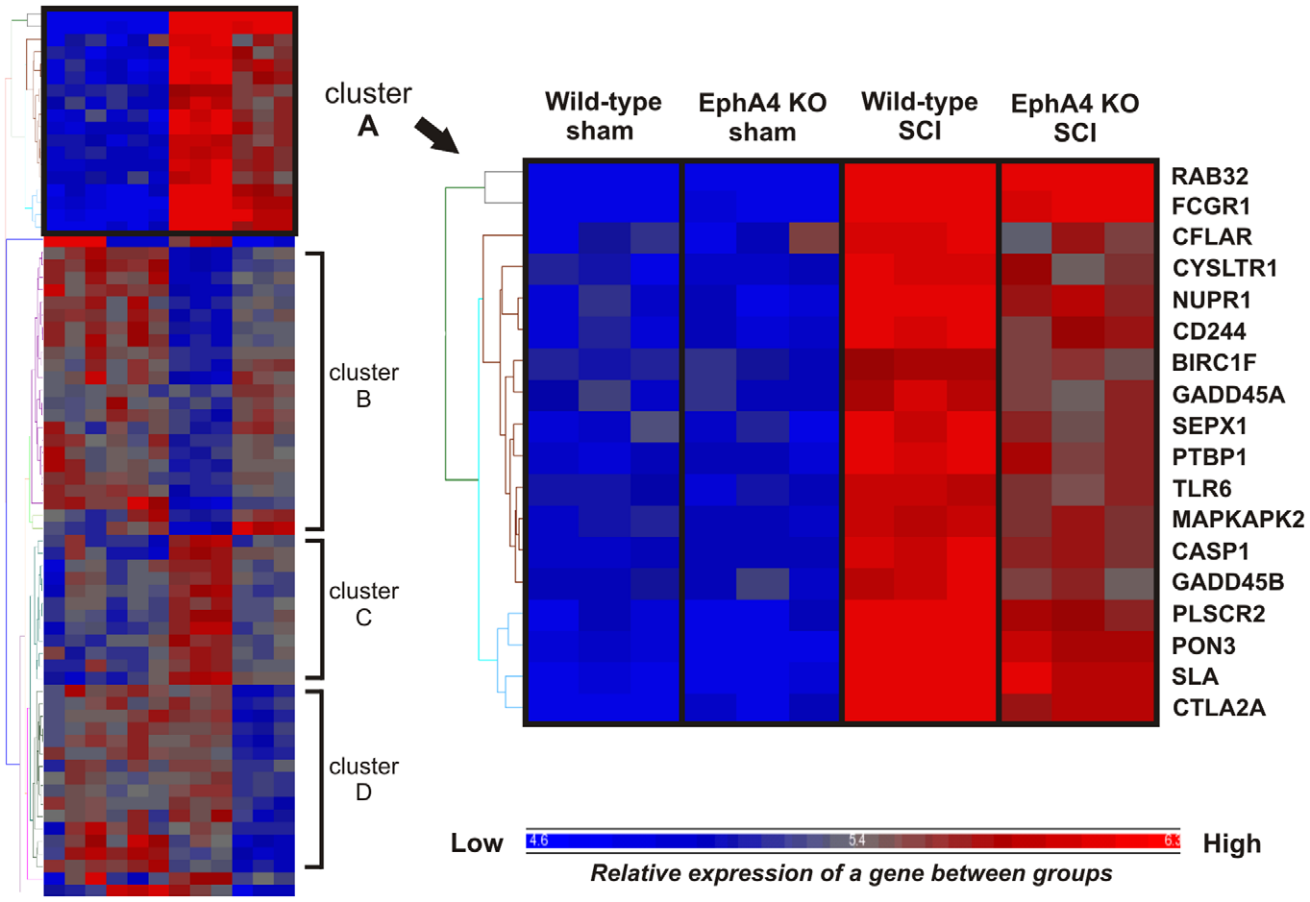
Hierarchical clustering of differentially expressed genes generated by comparison of injured wild-type and EphA4 knockout samples. Hierarchical clustering identified subsets of differentially expressed genes with similar expression profiles across groups. A cluster was chosen for further analysis (enlarged, cluster A); expression of genes in this cluster was relatively low in both sham-operated wild-type and EphA4 knockout samples and increased after injury in both genotypes. However the upregulation in injured EphA4 knockout samples was attenuated compared to injured wild-type samples. A number of genes with this expression profile were related to inflammation or immune function. KO = knockout.

Validation of changes in gene expression was performed by use of immunohistochemical localisation rather than RT-PCR. RT-PCR validation requires the use of control genes. Ideally at least three different control genes should be used, and they should be expressed at about the same level of the target gene to be validated and also not be differentially expressed in the biological system being examined. For this project we investigated the use of a number of standard control genes (Gapdh, Hprt1, Actb, B2 microglobulin, and Tbp). However all these genes were either previously known to be differentially expressed in CNS tissue following injury or were differentially expressed in our microarray data and so no appropriate reference point could be reliably established.

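B2m, the light chain of the class I histocompatibility molecules, rose after injury by 0.94 on the log2 scale on the mean of both genotypes (SE 0.09, adjusted p = 2.99e-06 from limma), and Actb, β-actin, by 0.64 (SE 0.09, adjusted p = 1.01e-04). Hprt1, an enzyme of purine salvage, had −0.23 (SE 0.07, adjusted p = 0.0243), below the fold change asked for, and Tbp, the TATA box binding protein, −0.10 (SE 0.06, adjusted p = 0.253). Thus 2 of 4 rose and 2 did not pass (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.192). Between the injured genotypes Hprt1 had −0.24 (SE 0.11), Tbp −0.10 (SE 0.11), B2m 0.04 (SE 0.11) and Actb −0.00 (SE 0.15); 0 of 4 met the thresholds, and 0 had an unadjusted p under 0.05 from limma. The difference between the injury responses was −0.43 for Hprt1 (SE 0.14) and −0.27 for Tbp (SE 0.13), and for the 4 genes as a list it was lower (camera adjusted p = 0.035, and adjusted p = 0.176 with an estimated correlation). Gapdh was not analysed here.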

### Histology of Wild-type and EphA4 Knockout Spinal Cords Following Injury

To visualise the injury site and determine whether there was an attenuation of the post-injury inflammatory response in EphA4 knockout mice compared to wild-type mice, the presence of inflammatory cells (T cells and macrophages/activated microglia) were primarily examined *in vivo* at 4 days post-injury, to parallel the design of the microarray analysis and additionally at 2 and 14 days post-injury. The general morphology of hemisectioned spinal cords was examined using haematoxylin and eosin stained cryosections and no gross histological differences between genotypes were observed (Fig. S3).

### T Cell Infiltration is Low in Both Wild-type and EphA4 Knockout Spinal Cords Following Hemisection

Previous studies using the contusion model of SCI have identified peaks of T cell infiltration at approximately 2 and 6 weeks post-injury [27], [28]. Using the pan T-lymphocyte marker CD3, T cells were observed in the lesion sites of both genotypes as early as 2 days post-injury and also at 4, 14 and 42 days post-injury. (Fig. 2). CD3+ T cells were not observed in spared tissue or intact spinal cords (data not shown). Very low numbers of CD3+ T cells were observed in both horizontal and transverse sections at all post-injury timepoints (approximately one CD3+ cell or less per section), which prevented meaningful quantitation between genotypes or timepoints. There was no indication of increased T cell infiltration at 14 or 42 days post-injury.

**Figure 2:**
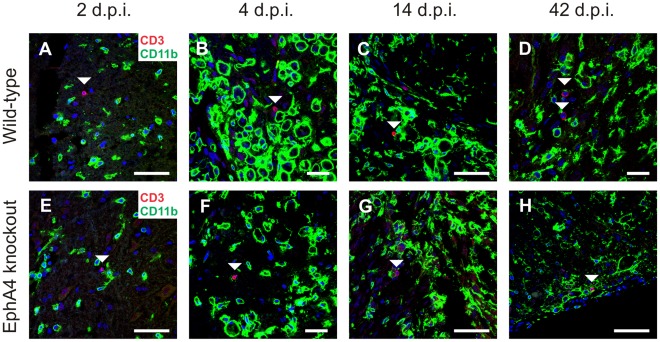
T cell infiltration is low in both wild-type and EphA4 knockout spinal cords following hemisection. Sections of hemisectioned spinal cord were double-labelled with the pan T-lymphocyte marker CD3 (red) and CD11b (green) to identify infiltrating T cells within injured tissue. Images include DAPI nuclear counterstain (blue). A low number of CD3+ T cells (indicated by arrowheads) sparsely populated the injury site in both wild-type and EphA4 knockout spinal cords at 2 (A, E), 4 (B, F), 14 (C, G) and 42 (D, H) days post-injury (d.p.i.). Scale bars: A, C, E, G, H = 50 µm; B, D, F = 20 µm.

### Area, Rostro-caudal Spread and Density of Macrophages/Activated Microglia in Injured Wild-type and EphA4 Knockout Spinal Cords

The distribution of infiltrating macrophages and activated microglia in horizontal cryosections of injured wild-type and EphA4 knockout spinal cords was visualised with CD11b immunoreactivity at 2, 4 and 14 days post-injury and in uninjured control mice. The spread of cells was analysed by measuring the proportional area of CD11b immunoreactivity within 100 µm rostro-caudal zones up to 500 µm from the epicentre, and also by measuring the overall proportional area of CD11b+ immunoreactivity up to 500 µm from the injury epicentre in the rostral and caudal directions (i.e. a 1 mm rostro-caudal area) (Fig. 3 A,B). The average proportional area of CD11b+ staining in the 1 mm rostro-caudal area encompassing the injury was not significantly different between genotypes in uninjured spinal cords or between genotypes at any post-injury timepoint examined (Fig. 3C). At all timepoints and in both genotypes, some macrophages/activated microglia were present beyond 500 µm from the epicentre but in relatively low numbers.

**Figure 3:**
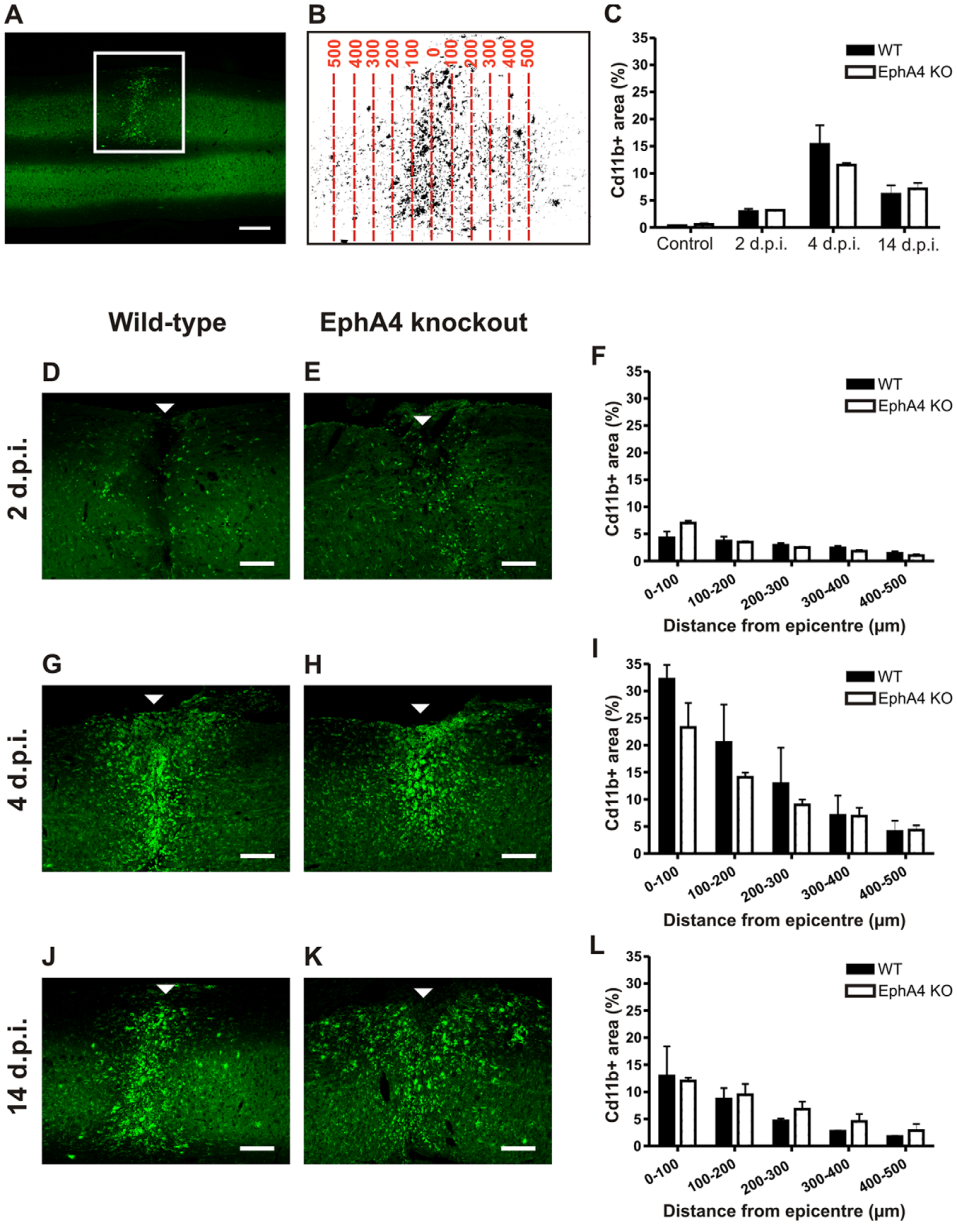
The rostro-caudal area and spread of macrophages/activated microglia does not differ between injured EphA4 knockout and wild-type spinal cords. Horizontal sections of spinal cord were immunostained with CD11b to label infiltrating macrophages and activated microglia. An example is shown in the low power image in A; the square surrounds the CD11b+ lesion on the left hand side of the spinal cord. CD11b immunoreactivity was converted to a positive area of staining by thresholding, and the proportional area of staining was analysed in 100 µm zones from the injury epicentre up to 500 µm rostrally and caudally (the example in B shows the injured left hand side of the spinal cord in A at higher power). Injured wild-type and EphA4 knockout spinal cords were analysed at 2 (D, E), 4 (G, H) and 14 (J, K) days post-injury (arrowheads indicate the injury epicentre). There was no significant difference between genotypes in the proportional CD11b+ area of any 100 µm rostro-caudal zone at 2 (F), 4 (I) or 14 (L) days post-injury. or within the total 1 mm rostro-caudal area in control spinal cords (C). Results show mean ± SEM of *n* = 3 wild-type and *n* = 2 EphA4 knockout controls; *n* = 3 per genotype at 2 and 4 days post-injury and *n* = 2 per genotype at 14 days. Scale bars: A = 500 µm; D, E, G, H, J, K = 200 µm. WT = wild-type, KO = knockout, d.p.i. = days post-injury.

The proportional area of CD11b+ staining within 100 µm rostral-caudal zones from the epicentre was analysed in the same sections. At each timepoint, there was a general trend for zones closer to the injury epicentre to have a higher proportion of tissue occupied by macrophages/activated microglia, and for the proportion to decrease with distance from the epicentre (Fig. 3F,I,L). At 2 days post-injury, rounded macrophages/activated microglia sparsely populated the necrotic tissue surrounding the hemisection in both genotypes (Fig. 3D,E,F). The largest area of CD11b staining was seen at 4 days post-injury, where there was also the greatest variation between samples, particularly close to the lesion centre. A large number of CD11b immunoreactive cells populated the injury site, compacted in the lesion centre (Fig. 3G,H,I). At 14 days, large numbers of CD11b+ macrophages/activated microglia continued to populate the hemisection site (Fig. 3J,K,L). Rather than the spherical shape observed at earlier post-injury timepoints, by 14 days post-injury a number of strongly CD11b immunoreactive cells had a less rounded morphology and short processes. There was no significant difference between genotypes in any individual rostro-caudal zone from the epicentre at all timepoints examined. This was confirmed by additional measurements in transverse sections through the lesion epicentre and at 100 µm rostral and caudal to the epicentre. (Fig. 4 A,B,D). CD11b+ cells within the lesion epicentre were also counted at higher power in transverse sections to confirm that the area of CD11b staining correlated with numbers of macrophages/activated microglia (Fig. 4C). There was no significant difference between genotypes in the density of CD11b+ cells at any post-injury timepoint examined (Fig. 4E).

**Figure 4:**
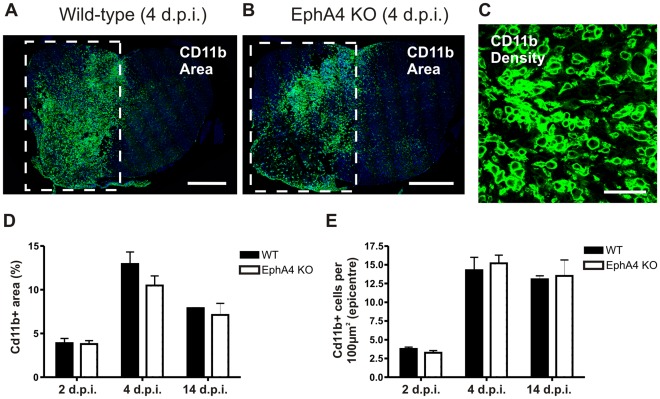
The density of macrophages/activated microglia in the lesion epicentre does not differ between injured wild-type and EphA4 knockout spinal cords. Transverse sections of hemisectioned spinal cord were immunostained with CD11b to label infiltrating macrophages and activated microglia. Examples from wild-type (A) and EphA4 knockout (B) spinal cords 4 days post-injury are shown; the square surrounds the CD11b+ lesions on the left hand side of the spinal cord. There was no difference between genotypes in the proportional area of CD11b immunoreactivity within the injury epicentre at 2, 4 or 14 days post-injury (D). Higher power images of CD11b+ staining (example in C) were used to determine the density of cells within the injury epicentre; no difference was seen between injured wild-type or EphA4 knockout mice at 2, 4 or 14 days post-injury (E). Images in A and B show DAPI nuclear counterstain. Results show mean ± SEM of *n* = 3 per genotype at 2 and 14 d.p.i. and *n* = 6 per genotype at 4 d.p.i. Scale bars: A, B = 500 µm; C = 50 µm. WT = wild-type, KO = knockout, d.p.i. = days post-injury.

### The Proportion of Arginase 1-positive Macrophages/Activated Microglia is Lower in EphA4 Knockout Compared to Wild-type Spinal Cords at 4 Days Post-injury

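All 9 probesets of Arg1 were lower in injured EphA4 knockout than in injured wild-type cords, by log2 differences from −2.57 to −0.34. Within extraction batch 1 the difference in Arg1 was −1.91 (1 EphA4 knockout against 2 wild-type arrays), and within batch 2 it was −1.04 (1 array against 1). Leaving out each of the 6 injured arrays in turn gave values of Arg1 from −1.96 to −1.39.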

Arginase 1 is a marker of a macrophage subset, and Arginase 1 mRNA expression was three-fold lower in injured EphA4 knockout compared to wild-type spinal cords at 4 days post-injury. In sham-operated and naïve control spinal cords, Arginase 1 immunoreactivity was observed at low levels in motor neurons of the ventral horn. No Arginase 1 immunoreactivity was detected in any other cells in uninjured spinal cords of either genotype. Following injury, Arginase 1 immunoreactivity in surviving motor neurons exhibited no detectable change (data not shown).

In contrast, a large number of Arginase 1 and CD11b co-labelled cells were present in the lesion site of both genotypes following injury (Fig. 5A). At 4 days post-injury, Arginase 1 was strongly immunoreactive in many CD11b+ cells with a rounded morphology but was not detected in ramified CD11b+ cells (resting microglia). Qualitative analysis indicated that Arginase 1 positive macrophages/activated microglia were not randomly distributed throughout the lesion site; Arginase 1 immunoreactivity appeared to be stronger and present in a greater proportion of CD11b+ cells in areas of obvious necrosis or tissue loss, frequently in cells which resembled ‘foamy macrophages’. These areas tended to be on the periphery of the spinal cord in transverse sections, and were termed ‘edge’ areas (box ii in Fig. 5A). Arginase 1 immunoreactivity qualitatively appeared to be weaker and in a slightly lower proportion of CD11b+ cells which were densely packed together in the lesion centre. These areas tended to be located more centrally in the spinal cord in transverse sections, and were termed ‘inner’ areas (box i in Fig. 5A).

**Figure 5:**
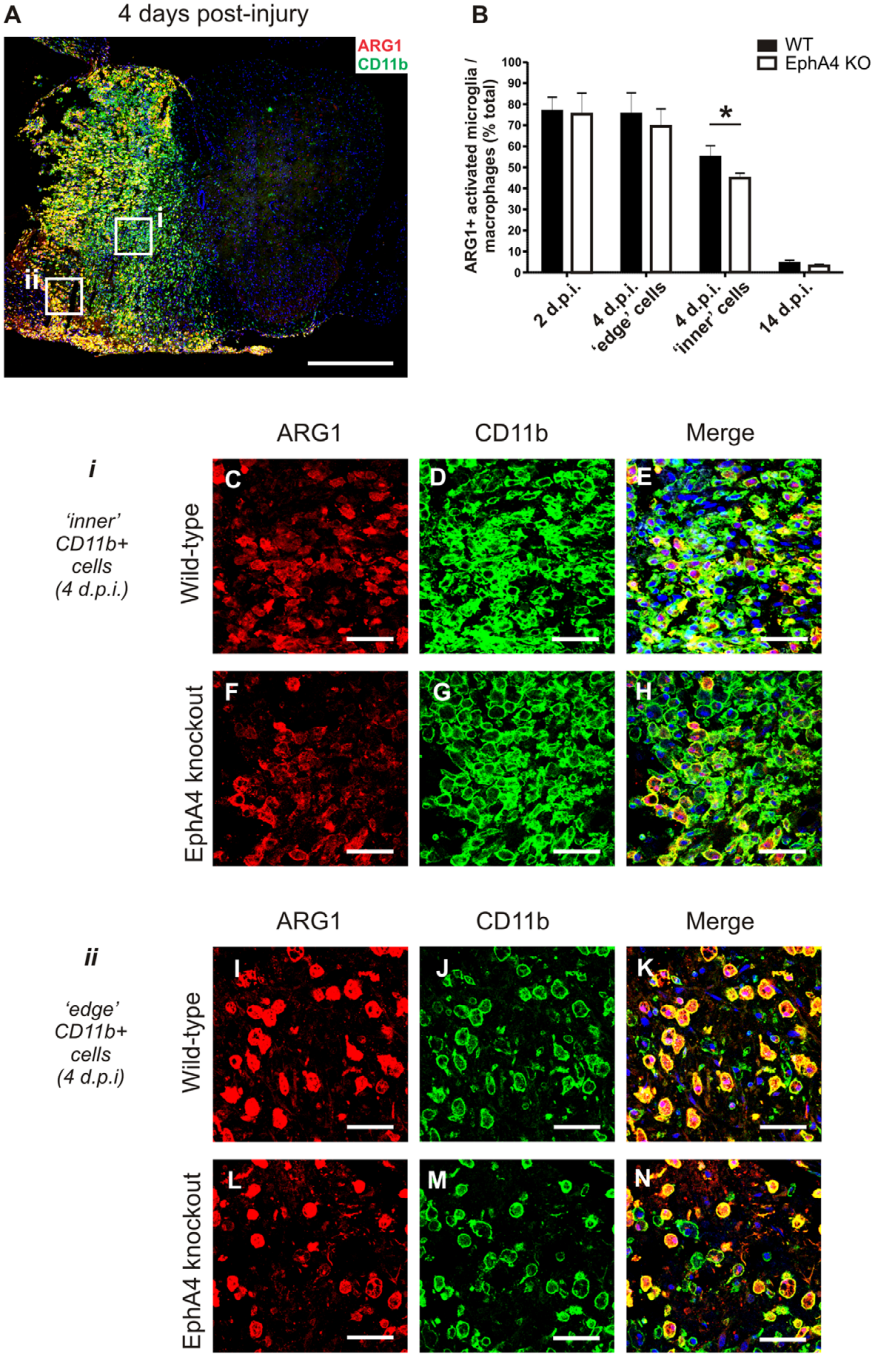
The proportion of Arginase 1-positive macrophages/activated microglia is lower in EphA4 knockout compared to wild-type spinal cords at 4 days post-injury. Transverse sections of hemisectioned spinal cord were double-labelled with Arginase 1 and CD11b to identify the subset of infiltrating macrophages/activated microglia with Arginase 1 immunoreactivity. A representative example from a wild-type spinal cord at 4 days post injury is shown in A, with positive staining on the injured left hand side. Cells with a foamy macrophage appearance located in areas of tissue necrosis (ii, coded ‘edge’ areas) were more likely to be strongly Arginase 1-immunoreactive than densely packed macrophages not surrounded by obvious areas of necrosis (i, coded ‘inner’ areas). There was a significantly lower proportion (*p = 0.0018, B) of Arginase 1-positive CD11b positive macrophages/activated microglia in densely packed ‘inner’ areas in EphA4 knockout (F-H) compared to wild-type (C-E) spinal cord lesions at 4 days but no difference in the proportion (B) of Arginase 1-positive macrophages/activated microglia in necrotic ‘edge’ areas in EphA4 knockout (L-N) and wild-type (I-K) lesions. There was no difference between genotypes in the proportion of Arginase 1-positive macrophages/activated microglia at 2 or 14 days post-injury (B), by which time the proportion of Arginase 1-positive macrophages/activated microglia had dropped dramatically. Merged images include DAPI nuclear counterstain. Results show mean ± SEM of *n* = 6 per genotype at 4 days and *n* = 3 per genotype at 2 days and 14 days post-injury Scale bars: A = 500 µm; C-E, F-H, I-K, L-N = 50 µm. ARG1 = Arginase 1, WT = wild-type, KO = knockout, d.p.i. = days post-injury.

There was a significantly lower proportion (p = 0.0018, Fig. 5B) of Arginase 1/CD11b co-labelled cells in ‘inner’ areas in EphA4 knockout (Fig. 5C-E) compared to wild-type spinal cords (Fig. 5F–H) at 4 days post injury. In contrast, there was no significant difference in the proportion of Arginase 1 and CD11b co-labelled cells in ‘edge’ areas in EphA4 knockout and wild-type lesions (Fig. 5I-N). There was also no difference at 2 or 14 days post-injury between genotypes and no obvious difference in the distribution of Arginase 1 positive cells within the lesion site (Fig. 5B).

## Discussion

EphA4 knockout mice display axonal regrowth and functional recovery following spinal cord hemisection [6], however the altered mechanisms underlying this regeneration have not been fully elucidated. In order to identify altered processes which potentially contribute to this regeneration, gene expression profiling was conducted on injured and uninjured spinal cord tissue from EphA4 knockout and wild-type mice.

### Transcriptional Differences in the Uninjured EphA4 Knockout Spinal Cord

Comparison of spinal cords from sham-operated EphA4 knockout and wild-type mice reveals inherently modest (generally less than 2-fold) gene expression differences between the genotypes. 

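Of the genes that met the thresholds in sham-operated cords, 98.6% differed by less than 2-fold, and 3 differed by more. These were Epha4, BC024063, which was measured by 1 probeset and was higher by 1.27 on the log2 scale (SE 0.36), and V1rd14, a vomeronasal receptor gene measured by 1 probeset that was lower. Grp, which encodes gastrin-releasing peptide, was among the larger increases at 0.75 (SE 0.18). In injured cords 8 of the genes that met the thresholds differed by 2-fold or more, and 93.7% by less.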

A large proportion of significantly differentially expressed genes were related to the nucleus and the regulation of transcription. With application of the p-value, fold change filter and enrichment analysis described above, almost half of the differentially expressed genes were related to ‘intracellular organelle’ or similar categories, suggesting that fundamental differences may exist within cells of EphA4 knockout mice. However more work is required to determine whether, or how, these differences affect cellular function following injury.

### Inflammation-related genes are Differentially Expressed in EphA4 Knockout Spinal Cords Following Injury

Differential expression of a number of immune and inflammation-related genes following injury is of particular interest, as the post-traumatic neuroinflammatory response plays a role in both repair and increased secondary injury in the CNS. A number of inflammation-related genes were found to be differentially expressed between genotypes following injury, including genes related to the innate and adaptive immune responses. A group of genes were identified by hierarchical clustering as being upregulated after injury in both genotypes, but the increase was attenuated in EphA4 knockout compared to wild-type samples. These genes, including *Tlr6*, *Casp1*, *Cflar*, *Mapkapk2*, *Nupr1*, *Fcgr1*, *Ctla2a*, *Sla*, *Cd244* and *Cysltr1*, have diverse roles relating to the immune system and inflammation. For example, *Tlr6*, *Casp1* and *Cflar* are involved in the regulation of the innate immune response: *Tlr6* has been detected in mouse and human microglia and the TLR family is linked to microglial activation [29], [30]. 

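Tgm1, a transglutaminase, rose after injury by 3.81 on the log2 scale in wild-type and by 3.08 in EphA4 knockout cords, and S100a4, a calcium-binding protein of macrophages and fibroblasts, by 2.34 and 1.81. Among 2208 genes that rose with injury on the mean of both genotypes (adjusted p under 0.05 from limma), 1639 (74.2%) changed less in EphA4 knockout cords, and among 3221 that fell 1650 (51.2%) did. Across these 5429 genes the response in EphA4 knockout cords was 12.2% weaker (slope 0.878 against wild-type). The exact permutation p of the slope was 0.2 (two-sided, over 400 arrangements, which gave slopes from 0.773 to 1.29), so that the difference lies within the spread of the arrays. Set against the mean response, the injured wild-type arrays had 1.07 ± 0.0941 (SD, n = 3) and the injured EphA4 knockout arrays 0.930 ± 0.0941 (SD, n = 3). Injury changed 3804 genes in wild-type cords, 1771 higher and 2033 lower, and 3239 in EphA4 knockout cords, 1419 higher and 1820 lower (limma). For wild-type cords centred arrays gave 4653 genes, 1537 higher and 3116 lower, and without injured wild-type replicate 3 the count was 2517.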

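Each of the 10 genes rose after injury on the mean of both genotypes, and all 10 were higher when adjusted over the list alone (median 1.08, camera adjusted p = 4.96e-12, and adjusted p = 0.012 with an estimated correlation). Fcgr1 rose by 2.19 on the log2 scale in wild-type and by 1.80 in EphA4 knockout cords (SE 0.16 each), Sla by 2.15 and 1.40 (SE 0.13 each), Casp1 by 1.33 and 0.95 (SE 0.12 each), Nupr1 by 1.40 and 1.11 (SE 0.15 each) and Cflar by 0.99 and 0.49 (SE 0.13 each). The difference between the responses was below 0 in all 10, with a median of −0.42. It met the thresholds in Sla alone (1 lower when adjusted over the list alone), with 5 at an unadjusted p under 0.05 from limma (camera adjusted p = 3.69e-08, and adjusted p = 0.0325 with an estimated correlation). The genes were chosen by the study on these samples, so that the list is not independent evidence of the rise or of the difference between the responses.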

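Ccl2 and Ccl7, chemokines that draw monocytes, and Clec4n, a lectin receptor of phagocytes, were lower in injured EphA4 knockout cords. The log2 fold change was −1.29 for Ccl2 (SE 0.30), −1.39 for Clec4n (SE 0.40) and −1.11 for Ccl7 (SE 0.31). After injury Ccl2 rose by 2.72 in wild-type and by 1.59 in EphA4 knockout cords, and Clec4n by 3.34 and 1.83. Of 19 cytokine and chemokine genes Ccl2 and Ccl7 fell and 17 did not pass. Ccl12 had −0.90 (SE 0.28) and Ccl5 0.43 (SE 0.15) without passing, and the median of the list was −0.28, and −0.06 and −0.33 within extraction batches 1 and 2 (1 lower when adjusted over the list alone, camera adjusted p = 5.59e-06, and adjusted p = 0.305 with an estimated correlation). Of 19 genes of macrophages and phagocytes 17 were below 0 (median −0.30, and −0.25 and −0.21 within batches 1 and 2), with Itgam at −0.38 (SE 0.13) and Fcgr2b at −0.32 (SE 0.12). None of them met the thresholds in limma, 6 had an unadjusted p under 0.05, and the camera adjusted p was 2.88e-07 (adjusted p = 0.411 with an estimated correlation). Among 9 genes of infiltrating monocytes S100a4 fell by 0.66 (SE 0.16) and 8 did not pass (1 lower when adjusted over the list alone, camera adjusted p = 8.09e-04, and adjusted p = 0.273 with an estimated correlation).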

Additional inflammation-related genes were identified in the list of genes that were differentially expressed between injured EphA4 knockout and wild-type samples including Arginase 1, the expression of which was approximately 3-fold lower in injured EphA4 knockout compared to wild-type samples. Arginase 1 is expressed in neurons of the spinal cord [31] and in a subset of macrophages including alternatively activated (M2) macrophages; the marked upregulation observed in injured samples in our experiment is likely due to an influx of Arginase 1 positive macrophages which are abundant in the days following rodent SCI [32].

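Arg1 rose 21.3-fold after injury in wild-type and 7.80-fold in EphA4 knockout cords, set against sham-operated levels near the lowest signals of the arrays, so that the sizes of these folds are uncertain. On the mean of both genotypes 7 of 9 genes of infiltrating monocytes rose with it and 2 did not pass, among them Fn1, fibronectin, by 3.47 (SE 0.24), and Thbs1, thrombospondin 1, by 3.21 (SE 0.30) on the log2 scale (8 higher when adjusted over the list alone, camera adjusted p = 2.25e-07, and adjusted p = 0.0131 with an estimated correlation). T cell genes stayed low, at mean levels of 3.70 to 4.09 per array, and 0 of 12 passed in limma, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.72). Of 11 neutrophil genes Mmp8, a collagenase, rose by 0.74 and 10 did not pass (0 when adjusted over the list alone, camera adjusted p = 0.826). Of 7 B cell genes Cd22, an inhibitory receptor, rose and 6 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.723). Among 7 genes of motor neurons 3 fell and 4 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.308).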

The majority of immune/inflammation-related genes had an attenuated increase in expression in injured EphA4 knockout compared to wild-type samples, although the genes have diverse functions, reflected by few significant gene ontology groups related to specific inflammatory categories. 

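The difference between the injury responses was below 0 in 18 of 19 genes of macrophages and phagocytes (median −0.32). Fcer1g, the common chain of Fc receptors, had −0.77 (SE 0.29) and Itgb2 −0.37 (SE 0.14). None met the thresholds in limma, 4 had an unadjusted p under 0.05, and the camera adjusted p was 3.21e-05 (adjusted p = 0.322 with an estimated correlation). Among 19 cytokine and chemokine genes Ccl2 had a lower response in EphA4 knockout cords by −1.12 (SE 0.36) and 18 did not pass (0 when adjusted over the list alone, camera adjusted p = 7.46e-04, and adjusted p = 0.322 with an estimated correlation). Of 9 complement genes and 12 interferon response genes 0 met the thresholds (0 and 1 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.121 and 0.749). Reactive astrocyte genes, which are not immune genes, had a median of −0.35 with 1 of 13 past the thresholds (5 lower when adjusted over the list alone, camera adjusted p = 3.01e-05, and adjusted p = 0.176 with an estimated correlation). Of 20 lists with a camera adjusted p under 0.05 for this difference, 5 kept it with an estimated correlation, and all 5 were chosen by the study on these samples. From the large fold change of Arginase 1, its association with inflammation and the profile it shares with other inflammation-related genes, the paper reasons its choice of Arginase 1 for the study of macrophages in vivo.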

Given that there was no apparent gross difference in the inflammatory response to spinal cord injury in the EphA4 knockout mice it suggested that specific components of the inflammatory response may be altered, as was the case for Arginase 1 at the specific timepoint of 4 days post-injury and even then only in a subset of macrophages.

### T Cell Infiltration in the Spinal Cord Hemisection Model

Studies of contusion SCI in C57/Bl6 mice indicate two peaks of T lymphocyte infiltration occur at approximately 2 and 6 weeks post-injury [27], [28], timepoints that were included in this study. Here we observed T cells in the lesion site as early as 2 days post-injury in both genotypes, but still only very low numbers at 14 and 42 days. As there are differences between contusion and hemisection models of SCI in the extent and pattern of tissue damage and inflammation [33], it is possible that T cell infiltration is simply low in this model. Alternatively, peak lymphocyte infiltration may occur at a different timepoint not examined here. Some differentially expressed genes from the microarray were related to the adaptive immune system and it should be noted that even low numbers of T cells in the lesion site may have an impact on the inflammatory response.

### Macrophage Infiltration and Microglial Activation

The number of macrophages/activated microglia, likely the most numerous immune cell type present in the acute phase of inflammation, was not attenuated in injured EphA4 knockout spinal cords. Altering macrophage properties without significantly decreasing their number may improve outcomes following CNS injury, as recently demonstrated in *Mapkapk2* knockout mice [34]. However, it is currently unclear what contribution, if any, the lower number of Arginase 1-positive macrophages is making to the axonal outgrowth observed in EphA4 knockout mice. Arginase 1 is highly expressed in a “pro-regenerative” subset of macrophages [35], [36], [37], known as alternatively activated macrophages, in response to parasitic infection via the STAT6 pathway. However it has recently been shown that they can also be detrimental [38], which may indicate tissue-specific variability in effects. 

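Chi3l3 (Ym1), a chitinase-like secreted protein, had a log2 fold change of −1.23 (SE 0.63) between the injured genotypes, Mrc1 (CD206) of −0.04 (SE 0.30) and Retnla (Fizz1) of 0.03 (SE 0.12). Their unadjusted p values from limma were 0.0808, 0.892 and 0.809. Chi3l3, measured by 2 probesets, rose after injury in wild-type cords by 2.38 (SE 0.68, adjusted p = 0.0215 from limma) and had 0.44 (SE 0.68) in EphA4 knockout cords, and the unadjusted p of the difference between these responses was 0.0638. Mrc1 rose by 0.85 on the mean of both genotypes (SE 0.19, adjusted p = 0.0031 from limma). Of 8 genes of alternatively activated macrophages Arg1 alone fell between the injured genotypes and 7 did not pass (1 lower when adjusted over the list alone). The median of the list was −0.04 and its mean −0.43 (camera adjusted p = 0.0379, and adjusted p = 0.456 with an estimated correlation).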

The expression of other common alternatively activated macrophage markers, Chitinase 3-like 3 (*Ym1*), mannose receptor (*CD206*) and Found in inflammatory zone 1 (*Fizz1)*, were not significantly different between injured genotypes in our data. Similarly the microarray data did not provide evidence for a differential expression of inducible nitric oxide synthase, interleukin (IL)-4, IL-13 or the receptor IL4Rα, suggesting that other alternatively activated macrophage properties are not altered. 

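Nos2, inducible nitric oxide synthase, had a log2 fold change of 0.03 between the injured genotypes (SE 0.13), Il4 of 0.11 (SE 0.14) and Il13 of −0.04 (SE 0.14). Their mean levels over the 12 arrays were 3.68, 3.45 and 3.59, near the lowest signals of the arrays. Il4ra had −0.61 (SE 0.21), with an unadjusted p of 0.0192 from limma, and did not meet the thresholds. After injury Il4ra rose by 2.00 in wild-type and by 1.48 in EphA4 knockout cords (SE 0.19 each), and the unadjusted p of the difference between these responses was 0.0725.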

Arginase 1 is also induced in classically activated (M1) macrophages in a STAT6 independent manner via the Toll–like receptor 2/MyD88 pathway following parasitic infection [39], [40]. 

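Tlr2 had a log2 fold change of −0.28 between the injured genotypes (SE 0.19) and Myd88, the adaptor of Toll-like receptors, of −0.34 (SE 0.15). Stat3, a transcription factor of cytokine signalling, had −0.29 (SE 0.14), Cebpb, a transcription factor of macrophage activation, −0.45 (SE 0.17) and the cytokines Il6, Csf3 and Il10 −0.29, −0.15 and 0.02. These cytokines lay between 2.81 and 3.68 on all arrays, near the lowest signals, so that the sign of their differences is uncertain. Of 9 genes of the Tlr2 and Myd88 route to arginase, Tlr6 fell and 8 did not pass, with 8 of 9 below 0 (1 lower when adjusted over the list alone, camera adjusted p = 5.41e-05, and adjusted p = 0.172 with an estimated correlation). Tlr6 is a gene of Table S1, chosen by the study on these samples, so that its call is not independent evidence. The median of the 9 genes was −0.29, and −0.14 and −0.45 within extraction batches 1 and 2. In sham-operated cords the median of the list was −0.18, 0 genes met the thresholds, and 1 had an unadjusted p under 0.05 from limma (camera adjusted p = 0.0405, and adjusted p = 0.729 with an estimated correlation). Tlr2 rose after injury by 1.79 in wild-type and by 1.92 in EphA4 knockout cords.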

Our data also did not identify any of the genes currently known to be involved in this pathway as differentially expressed although *Tlr6* expression was lower in injured EphA4 KO compared to injured WT spinal cords.

An Arginase 1 expressing macrophage population also expressing mannose receptor and *Fizz1,* characteristic of alternatively activated macrophages, was identified from the Immunological genome project website [41]. This population also expresses high levels (relative to other macrophage cell types) of a number of genes that we identified as having attenuated increased expression in our model (Table S1 and Fig. S4) (*Casp1, Tlr6,* RAB32, member of Ras oncogene family (*Rab32),* Baculoviral IAP repeat-containing 1f (*Birc1f),* Selenoprotein X 1 (*Sepx1),* Glucan (1,4-alpha-), branching enzyme 1 (*Gbe1),* Transmembrane protein 38b (*Tmem38b), Nupr1,* Paraoxonase 3 (*Pon3), Cysltr1 and Cd244)*. 

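Of the 11 genes of this population, 6 fell in injured EphA4 knockout relative to wild-type cords, Rab32 by 0.58 on the log2 scale (SE 0.11), Sepx1, a methionine sulphoxide reductase, by 0.53 (SE 0.12), and Cysltr1, Nupr1, Cd244 and Tlr6. Pon3, a paraoxonase, had −0.40 (SE 0.12), Gbe1, the glycogen branching enzyme, −0.33 (SE 0.11), Tmem38b, a potassium channel of the endoplasmic reticulum, −0.28 (SE 0.11) and Birc1f, a sensor of inflammasomes, −0.25 (SE 0.12), and these, like Casp1, did not pass. The median of the 11 genes was −0.44, and −0.38 and −0.45 within extraction batches 1 and 2 (9 lower when adjusted over the list alone, camera adjusted p = 3.35e-18, and adjusted p = 0.00833 with an estimated correlation). The study chose them on these samples for a smaller increase after injury, so that neither this count nor the values after injury are independent evidence. After injury 9 rose on the mean of both genotypes and Gbe1 and Tmem38b did not pass (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.39e-10, and adjusted p = 0.012 with an estimated correlation). The difference between the injury responses was below 0 in all 11 (median −0.29), and Rab32 met the thresholds (0 when adjusted over the list alone, camera adjusted p = 1.02e-06, and adjusted p = 0.0334 with an estimated correlation).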

Expression of Arginase 1, *Nupr1*, *CD244* and *Fcgr1* at CNS injury sites is also strongly correlated in a murine cortical injury model (GDS2850) (Fig. S5) and a murine SCI contusion model (GDS2159) (Fig. S6 and S7), particularly at the early time points of 1 and 3 days post-injury. Together with our results these data support the hypothesis of an Arginase 1 expressing macrophage population that is present at an early time point after CNS injury. The pathway by which Arginase 1 is induced in macrophages within injured CNS tissue and the function of Arginase 1 at the injury site remains to be elucidated. However, previous studies have demonstrated Arginase 1 expression in macrophages results in lower levels of nitric oxide and subsequently reduced inflammation [42], [43].

Arginase 1-positive alternatively activated macrophages have been shown to be less neurotoxic and more pro-regenerative than classically activated macrophages *in vitro* [32] and it remains to be determined whether a lower proportion of alternatively activated macrophages could have any positive effects post-SCI. While the wound-healing properties of alternatively activated macrophages have been extensively characterised *in vitro* and in non-CNS tissue, this may not translate directly to the injured spinal cord. For example, one beneficial function of alternatively activated macrophages is collagen deposition [44] which may not promote regeneration in the injured CNS if the amount of fibrotic tissue is increased. Additionally, the ‘edge’ and ‘inner’ Arginase 1-positive macrophages may be contributing differently to the lesion environment. There was no difference between genotypes in the proportion of strongly Arginase 1-positive macrophages in ‘edge’ areas, which had the appearance of foamy macrophages and were likely to be phagocytosing tissue and myelin debris. Additionally, it is not certain that the relative proportion of activated microglia and haematogenous macrophages are equivalent in the lesions of wild-type and EphA4 knockout spinal cords, as immunohistochemistry could not discriminate between these cells. Determining this may be important as it has been suggested that ‘microglia-dominant inflammation’, with less involvement of macrophages, leads to better outcomes following SCI [45].

### Alterations in Macrophages/Microglia Versus Environmental Regulation of Phenotype

It is not clear whether the altered Arginase 1 expression is due to heterogeneity in the macrophages themselves or rather is indicative of altered factors in the lesion environment. It is possible that the altered expression of Arginase 1 in EphA4 knockout macrophages is indicative of other neuroinflammatory changes, whether or not it directly contributes to the axonal outgrowth observed. Macrophage phenotype is sensitive to factors in the surrounding environment and Arginase 1 expression differences may indicate altered levels of inflammatory cytokines in the lesion site, which peak soon after injury [46]. However, unlike the intact spinal cord, factors in the lesion environment do not appear to support an alternatively activated macrophage phenotype [32].

The altered proportion of Arginase 1-positive macrophages may be indicative of increased heterogeneity in the macrophage population. The juxtaposition of Arginase 1-positive and negative macrophages in densely populated regions of the lesion core, which are presumably exposed to similar factors in the environment, suggests that cues within the lesion may not account for all differences seen in macrophage phenotype. Factors which contribute to immune cell heterogeneity are still being elucidated [47]. Interpretation of the role of Arginase 1 expressing macrophages following CNS injury in our model is complicated by the fact that, while EphA4 has not been associated with myeloid or monocyte development, EphA4 protein has been localised to macrophages in human lung [48] and multiple sclerosis lesions [19] and other Eph receptors and ephrin ligands are expressed in monocytes and macrophages [10], [19]. EphA4 is also expressed in the murine Arginase 1 expressing macrophage population from the Immunological database described above [41] (Fig. S4).This raises the possibility that interaction of ephrin-expressing macrophages with EphA4-expressing astrocytes within the lesion environment [6], [8], [22] may regulate macrophage properties.

### Conclusions

Neuroinflammation is an important component of secondary injury and repair following SCI. While the microarray data indicates that a number of inflammation-related genes are differentially expressed in the injured spinal cord of EphA4 knockout mice, elucidating the contribution of these differences to regeneration may be challenging, especially if the cellular effects are subtle. Nonetheless, our results indicate that in addition to directly regulating axonal regeneration [6], [8] or astrocyte responsiveness [22], [23], EphA4 regulates other pathways that also contribute to repair of neural injury.

## Supporting Information

Figure S1 **Quality control of RNA and microarray samples.** A: A list of RNA samples used in the microarray and their RIN as indicated by Bioanalyser assessment. RNA samples had an RIN between 9 and 9.8 (out of 10) indicating all samples were of high quality. B: A 3 dimensional PCA plot mapping microarray samples based on their variation in genome-wide gene expression. Samples with similar profiles cluster closer together. As indicated by clustering of sham-operated samples of both genotypes (in blue) and SCI samples of both genotypes (in red), the largest variation was due to treatment and there were no biological or technical outliers. WT = wild-type; KO = knockout.
(TIF)

Figure S2 **Hierarchical clustering of differentially expressed genes generated by comparison of injured wild-type and EphA4 knockout samples (all genes labelled).** Hierarchical clustering identified subsets of differentially expressed genes with simr expression profiles across groups. KO = knockout.
(PDF)

Figure S3 **Histology of wild-type and EphA4 knockout spinal cords at multiple timepoints post-injury.** Transversely cryosectioned lumbar spinal cords from hemisectioned wild-type mice are shown at 2 (A), 4 (B), and 14 (C) days post-injury; the square surrounds the injured left hand side. Horizontally sectioned spinal cords from hemisectioned wild-type mice are shown at 2 (D), 4 (E), and 14 (F) days post-injury and EphA4 knockout spinal cords at the same post-injury timepoints are shown below (G-I). Full sections of spinal cord are shown in D and G while the left hand side is shown in E, F, H and I. Arrowheads indicate the injury site in D - I. Sections are stained with haematoxylin and eosin. Scale bars: A-C, D, G = 500 µm; E, F, H, I = 200 µm. d.p.i. = days post-injury.
(TIF)

Figure S4 **Gene expression profiles of selected genes of interest in murine immune cells obtained from Immunological genome database.** EphA4 is expressed in a small number of macrophage populations (A). One population, MF.Thio5.II-480hi.PC, co-expresses *Cd11b* (B) and also Arginase 1 (C) to a high level. This cell type also expresses *Nupr1* (D), *Fcgr1* (E) and *Cd244* (F).
(DOCX)

Figure S5 **Expression of** ***Arg1*** **,** ***Nupr1,*** **and** ***Fcgr1*** **have similar expression patterns in a murine cortical injury model.** Expression profile of selected genes from the GEO dataset: GDS2850– Brain trauma model: time course in *Mus musculus*. Analysis of brain at various time points up to 72 hours following lateral controlled cortical impact injury. Images are from the GEO website. The top line above each image details the experiment number and probe set number corresponding to the gene of interest. Along the Y axis is the relative gene expression level and along the X axis is the different tissue samples and time points included in the experiments. Note that the Y axis is a sliding scale that varies between each gene to allow subtle differences in values to be easily visualised, thus it is not appropriate to compare expression values between genes. Genes of interest presented are: *EphA4* (A), Arginase 1 (*Arg1*, B), *Nupr1* (C) *Fcgr1* (D) and *Cd244* (E).
(DOCX)

Figure S6 **Expression of** ***Arg1*** **,** ***Nupr1, CD244*** **and** ***Fcgr1*** **have similar expression patterns in a murine spinal cord injury model.** Expression profiles of selected genes from the GEO dataset: GDS2159– Spinal cord injury model: time course, *Mus musculus*. Analysis of the T8 spinal cord segment up to 28 days after moderate contusion injury. Gene expression at the site of impact compared to that at the adjacent rostral and caudal regions. Images are captured from the GEO website. The top line above each image details the experiment number and probe set number corresponding to the gene of interest. Along the Y axis is the relative gene expression level and along the X axis is the different tissue samples and time points included in the experiments. Note that the Y axis is a sliding scale that varies between each genes to allow subtle differences in values to be easily visualised, thus it is not appropriate to compare expression values between genes. Genes of interest presented are: *EphA4* (A), Arginase 1 (*Arg1*, B), *Nupr1* (C), *Fcgr1* (D), *CD244* (E), *Ctla2a* (F), *Sla* (G), *Casp1* (H), *Cflar* (I), *Mapkapk2* (J), *Tlr6* (K).
(DOCX)

Figure S7 **Correlation between gene expression of** ***Arg1*** **,** ***Nupr1*** **,** ***Fcgr1*** **and** ***Cd244*** **in CNS injury models over time.** Correlation plots for selected genes of interest showing positive expression correlations in both SCI and cortical CNS injury models (GDS2159 and GDS2850 respectively; see Fig S5 and S6) across multiple time points. Displayed are naïve control (blue points), sham injury control (green points) and injury samples (red points). The numbers within the data points indicates the injury time point in either hours (0.5 h, 4 h, 8 h) or days (1, 3, 7, 28) following injury. Positive correlation plots are shown for *Arg1* and *Nupr1* in SCI (Ai) and cortical injury (Aii); *Arg1* and *Fcgr1* in SCI (Bi) and cortical injury (Bii); *Arg1* and *CD244* in SCI (Ci) and cortical injury (Cii); and *Nupr1* and *Fcgr1* in SCI (Di) and cortical injury (Dii).
(DOCX)

Table S1 **Genes differentially expressed in injured wild-type and EphA4 knockout spinal cord samples.** Genes differentially expressed between genotypes following CNS injury, determined by a one-way ANOVA comparing injured groups only. Genes were considered differentially expressed between genotypes when *p*<0.01 and they had a fold change of ≥1.2. Genes are ordered as in Figure S2.
(DOC)

# Supplementary material for: Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury
**Source:** PLoS One. 2012 May 22;7(5):e37635. doi: 10.1371/journal.pone.0037635
**Supplement:** Figure S4 — Gene expression profiles of selected genes of interest in murine immune cells obtained from Immunological genome database. EphA4 is expressed in a small number of macrophage populations (A). One population, MF.Thio5.II-480hi.PC, co-expresses Cd11b (B) and also Arginase 1 (C) to a high level. This cell type also expresses Nupr1 (D), Fcgr1 (E) and Cd244 (F).

**Supplementary Figure S4: Gene expression profiles of selected genes of interest in murine immune cells obtained from** [**Immunological genome project**](http://www.immgen.org/index_content.html) **website.**

1. EphA4

1. CD11b

1. Arginase 1

1. Nupr1

1. Fcgr1

1. Cd244

# Supplementary material for: Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury
**Source:** PLoS One. 2012 May 22;7(5):e37635. doi: 10.1371/journal.pone.0037635

**Supplementary Figure S5: Expression of *Arg1*, *Nupr1,* and *Fcgr1* have similar expression patterns in a murine cortical injury model (**[GDS2850](http://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS2850)).

A. **Eph receptor A4 (EphA4)**

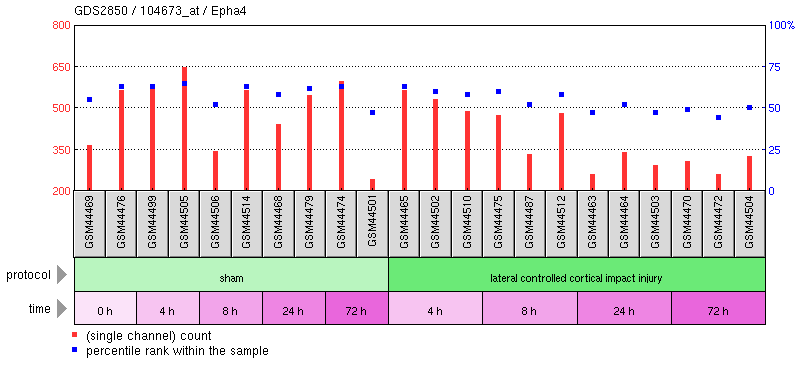

B. **Arginase 1 (Arg1)**

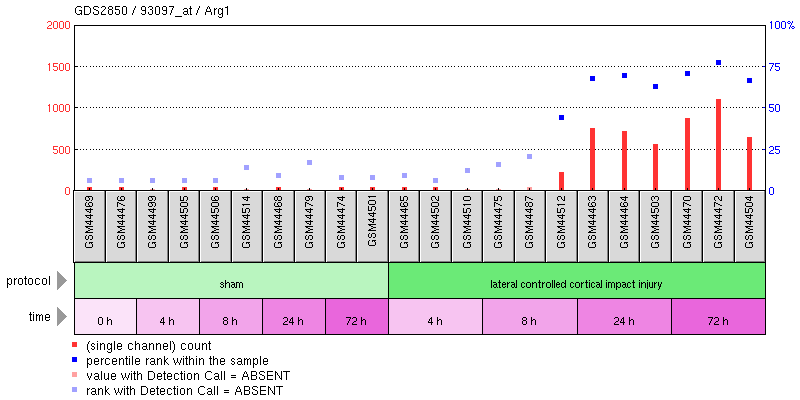

C. **Nupr1**

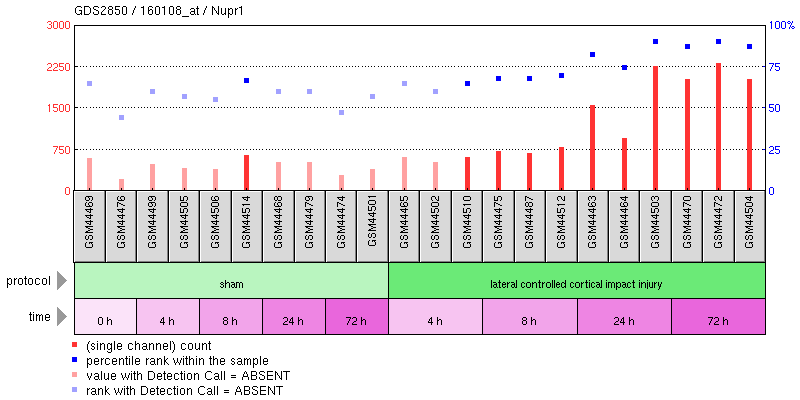

D. **FCGR1**

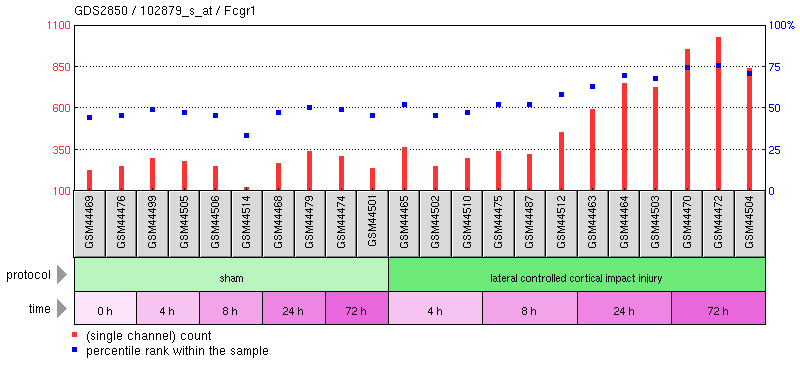

1. **CD244**

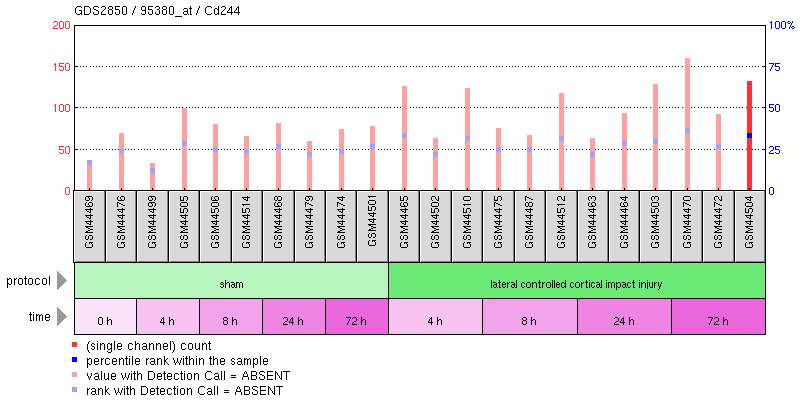

**Supplement:** Figure S5 — Expression of Arg1 , Nupr1, and Fcgr1 have similar expression patterns in a murine cortical injury model. Expression profile of selected genes from the GEO dataset: GDS2850– Brain trauma model: time course in Mus musculus. Analysis of brain at various time points up to 72 hours following lateral controlled cortical impact injury. Images are from the GEO website. The top line above each image details the experiment number and probe set number corresponding to the gene of interest. Along the Y axis is the relative gene expression level and along the X axis is the different tissue samples and time points included in the experiments. Note that the Y axis is a sliding scale that varies between each gene to allow subtle differences in values to be easily visualised, thus it is not appropriate to compare expression values between genes. Genes of interest presented are: EphA4 (A), Arginase 1 (Arg1, B), Nupr1 (C) Fcgr1 (D) and Cd244 (E).

# Supplementary material for: Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury
**Source:** PLoS One. 2012 May 22;7(5):e37635. doi: 10.1371/journal.pone.0037635

**Supplementary Figure S6: Expression of *Arg1*, *Nupr1, CD244* and *Fcgr1* have similar expression patterns in a murine spinal cord injury model (**[**GDS2159**](http://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS2159)**).**

A. Eph receptor A4 (Epha4)

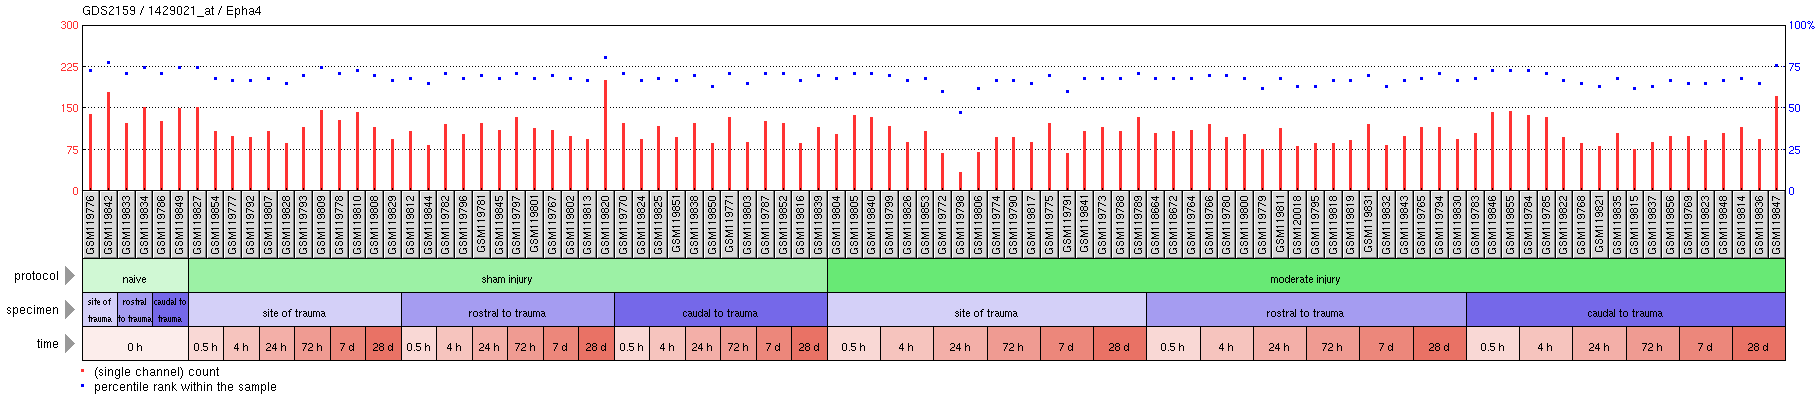

B. Arginase 1 (Arg1)

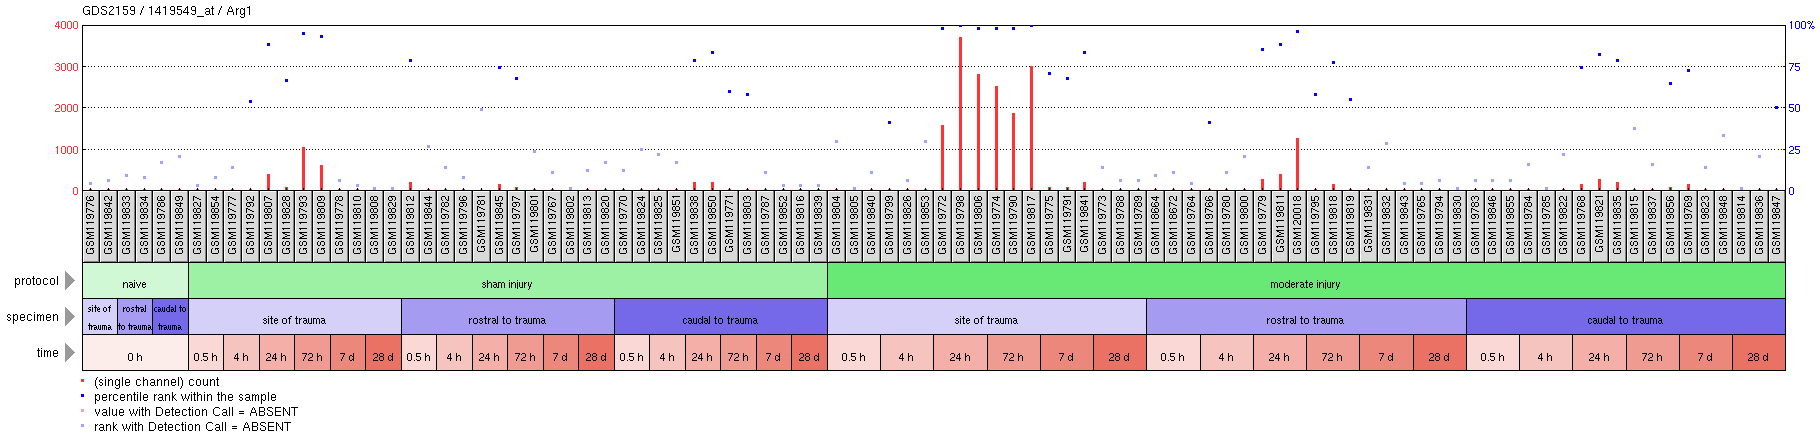

C. Nuclear protein 1 (Nupr1)

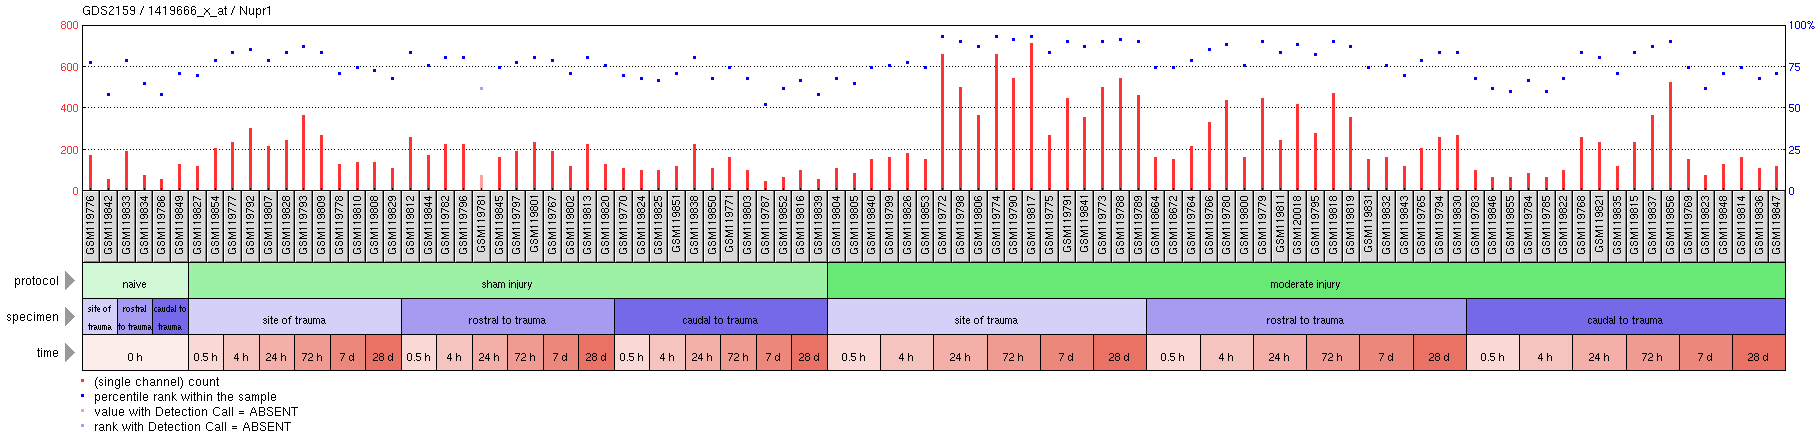

D. Fc receptor, IgG, high affinity 1 (Fcgr1)

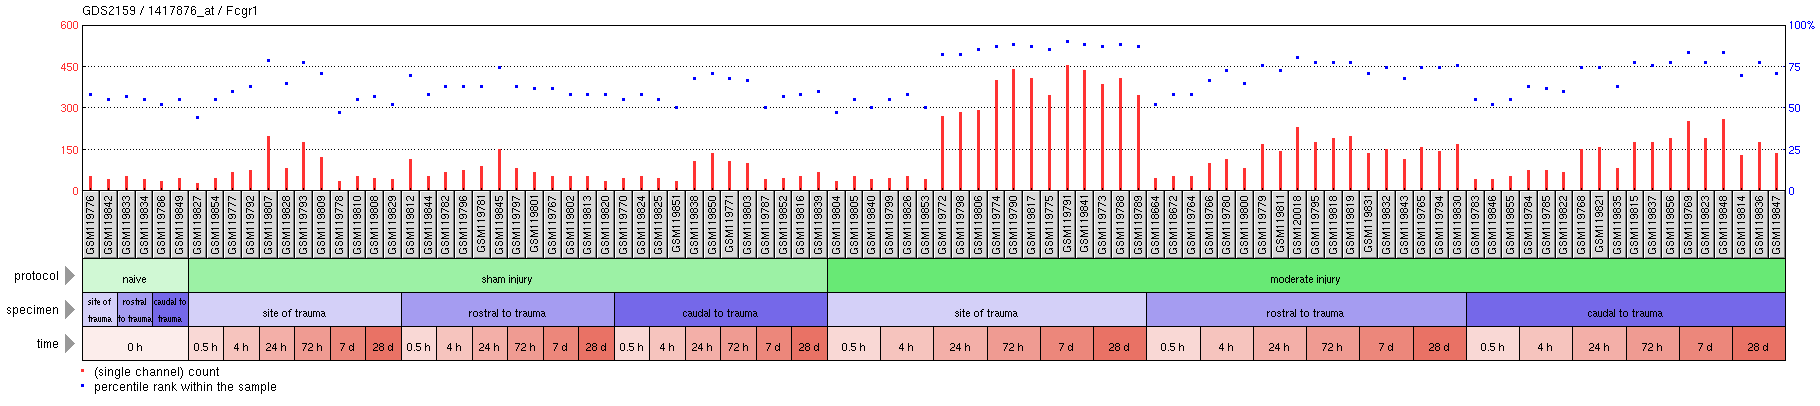

E. CD244 natural killer cell receptor 2B4 (CD244)

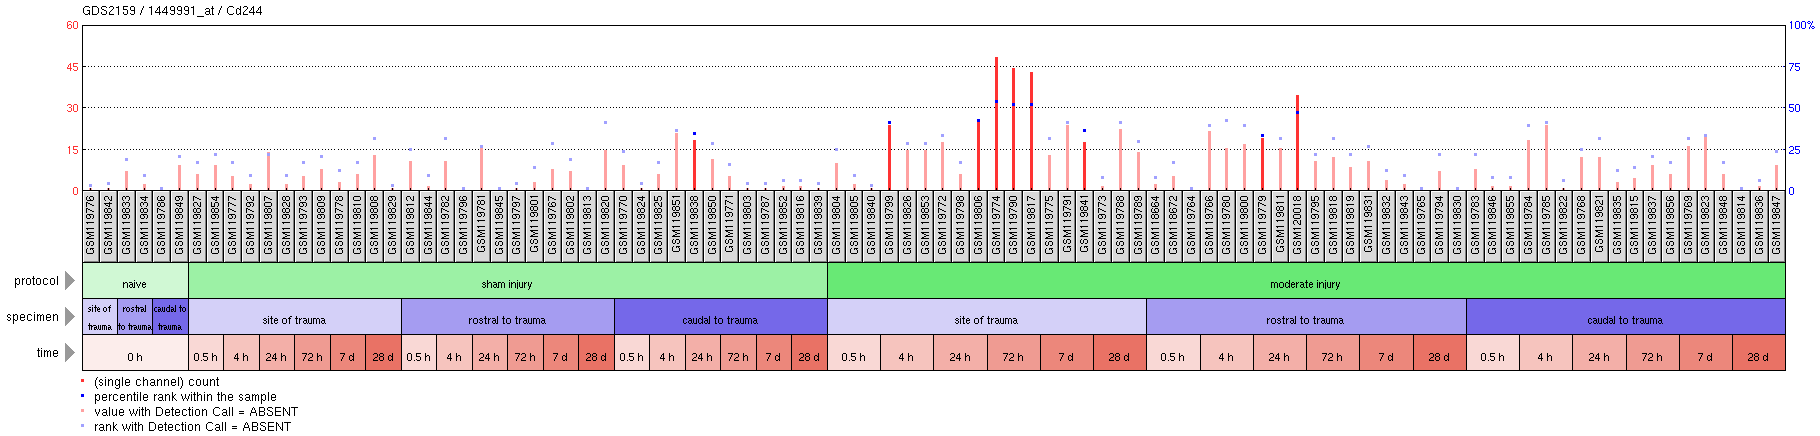

F. Cytotoxic T lymphocyte-associated protein 2 alpha (Ctla2a)

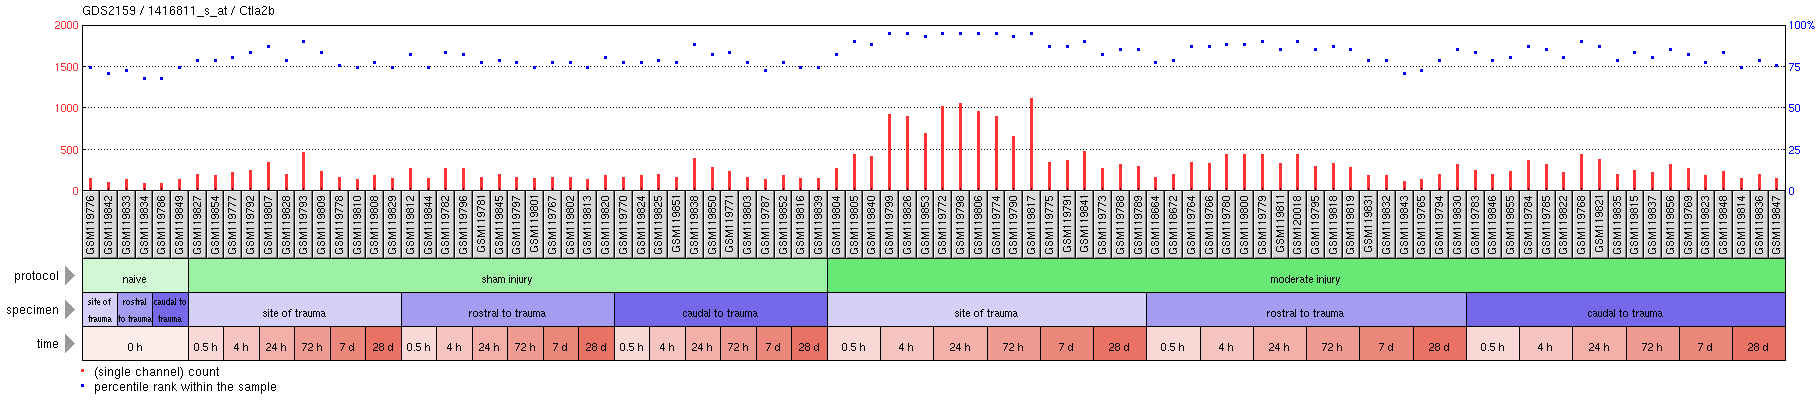

G. Src-like adaptor (Sla)

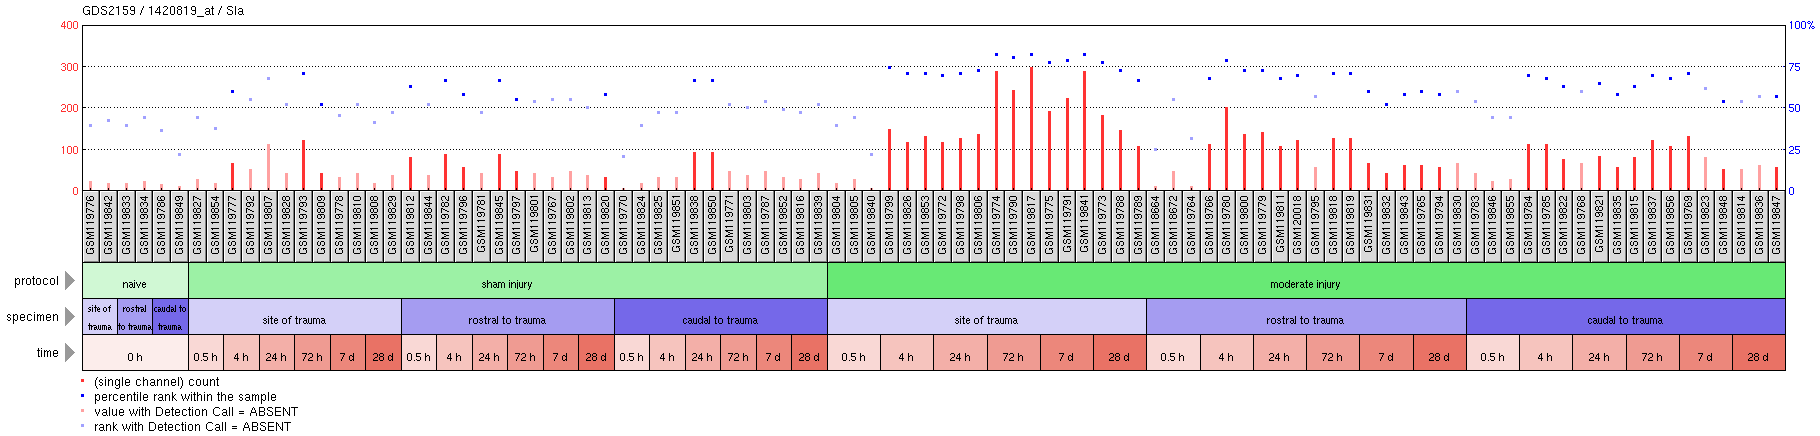

H. Caspase 1 (Casp1)

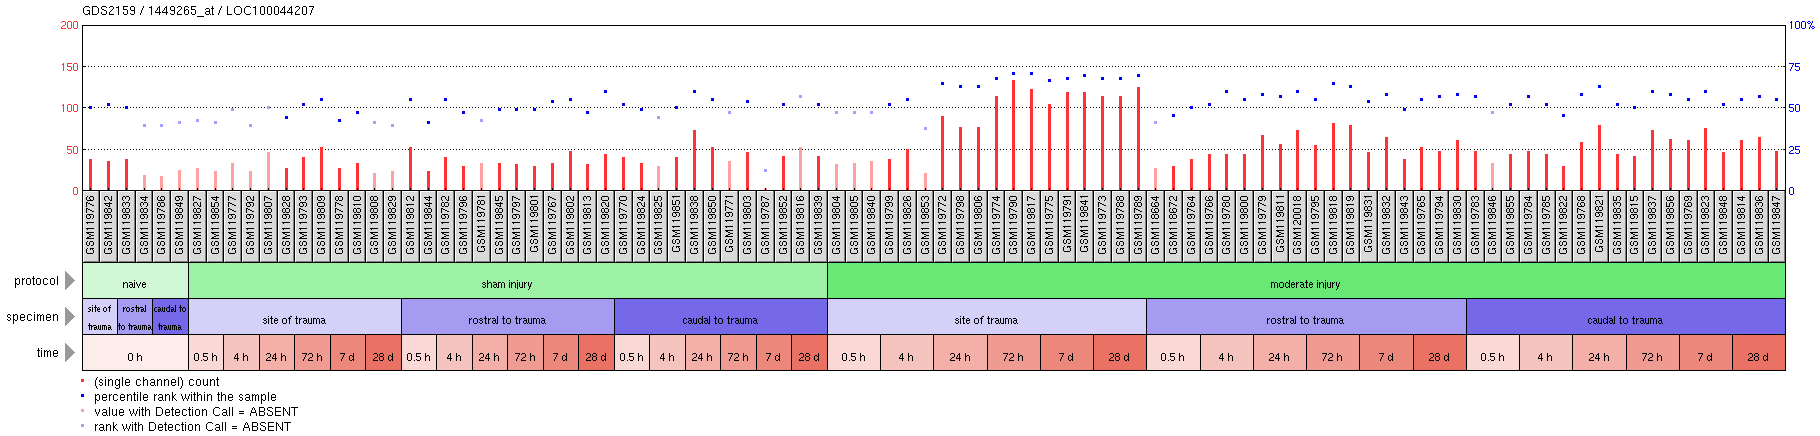

I. CASP8 and FADD-like apoptosis regulator (Cflar)

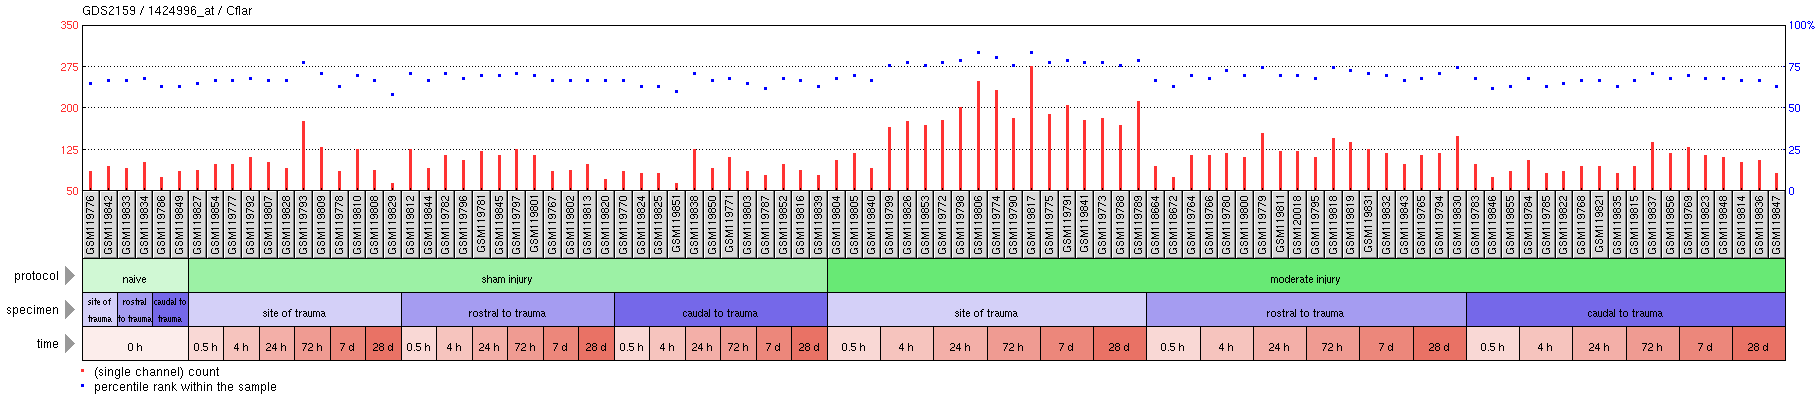

J. MAP kinase-activated protein kinase 2 (Mapkapk2)

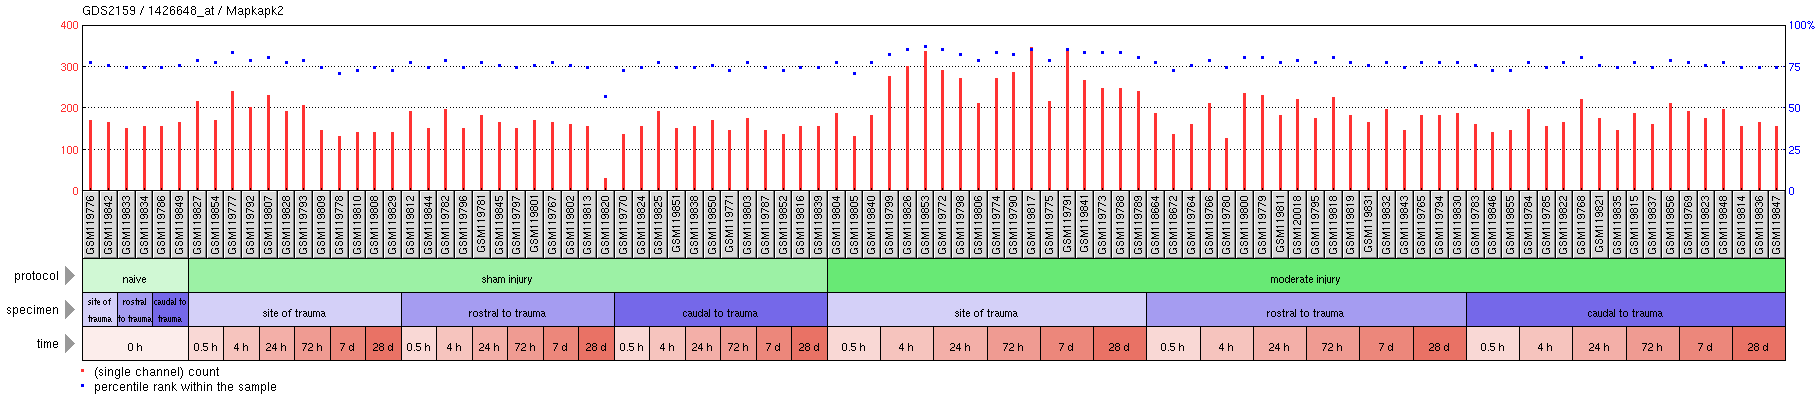

K. Toll-like receptor 6 (Tlr6)

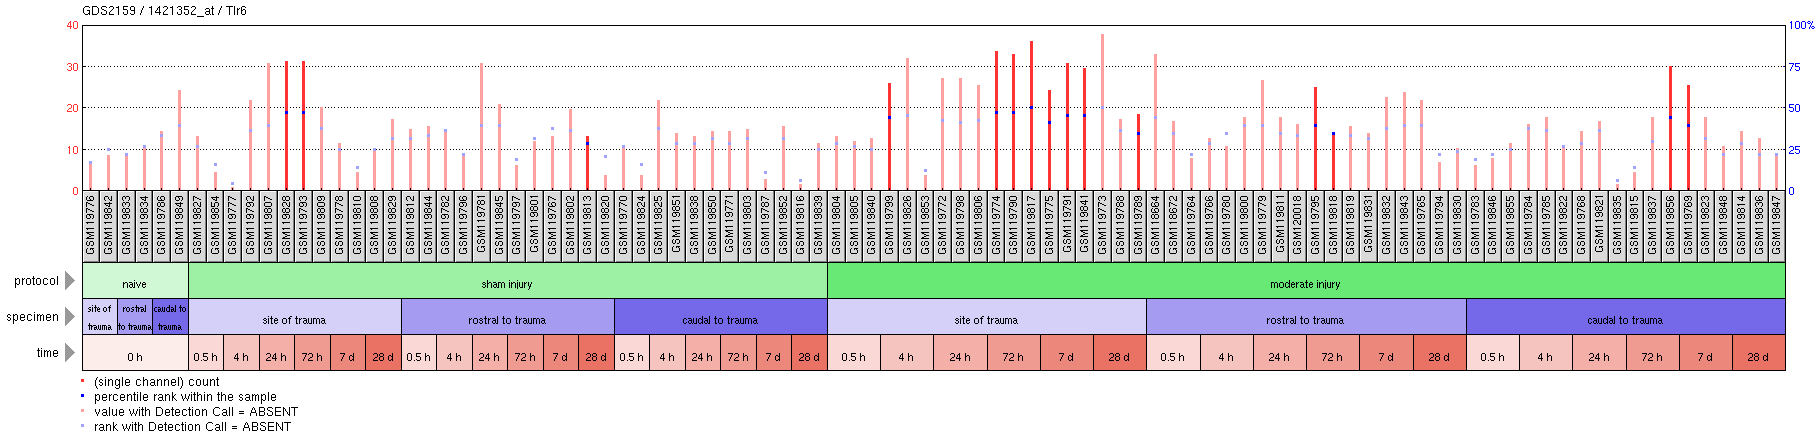

**Supplement:** Figure S6 — Expression of Arg1 , Nupr1, CD244 and Fcgr1 have similar expression patterns in a murine spinal cord injury model. Expression profiles of selected genes from the GEO dataset: GDS2159– Spinal cord injury model: time course, Mus musculus. Analysis of the T8 spinal cord segment up to 28 days after moderate contusion injury. Gene expression at the site of impact compared to that at the adjacent rostral and caudal regions. Images are captured from the GEO website. The top line above each image details the experiment number and probe set number corresponding to the gene of interest. Along the Y axis is the relative gene expression level and along the X axis is the different tissue samples and time points included in the experiments. Note that the Y axis is a sliding scale that varies between each genes to allow subtle differences in values to be easily visualised, thus it is not appropriate to compare expression values between genes. Genes of interest presented are: EphA4 (A), Arginase 1 (Arg1, B), Nupr1 (C), Fcgr1 (D), CD244 (E), Ctla2a (F), Sla (G), Casp1 (H), Cflar (I), Mapkapk2 (J), Tlr6 (K).

# Supplementary material for: Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury
**Source:** PLoS One. 2012 May 22;7(5):e37635. doi: 10.1371/journal.pone.0037635

**Supplementary Figure S7: Correlation between gene expression of *Arg1* , *Nupr1*, *Fcgr1* and *Cd244* in CNS injury models over time.**

Ai Aii

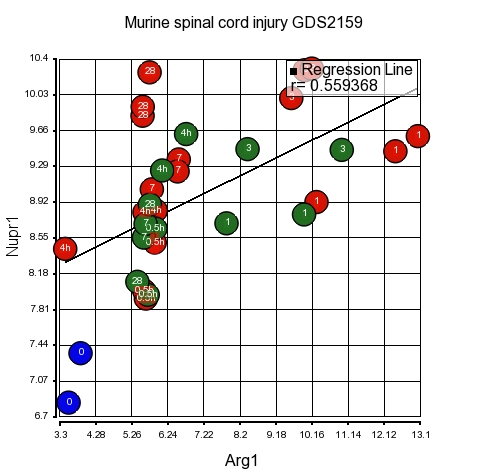

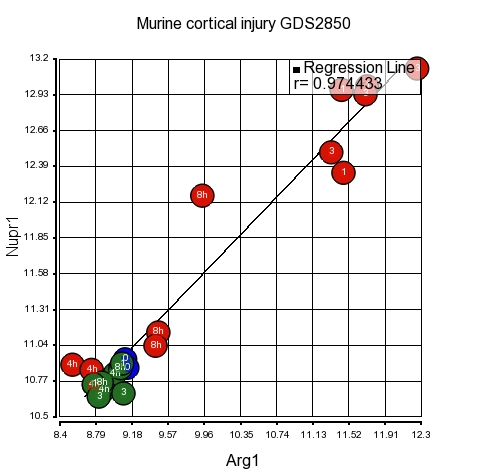

Bi Bii

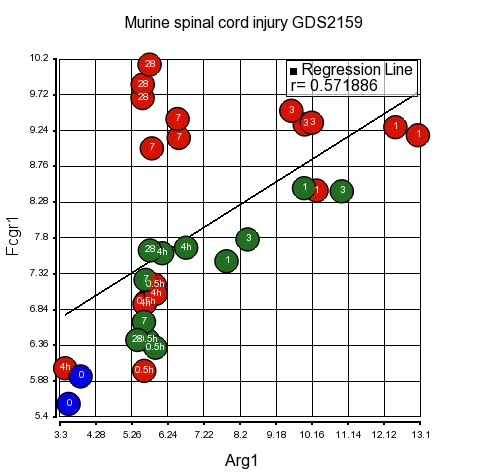

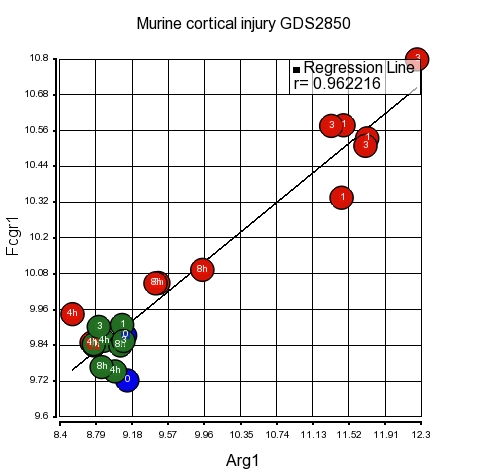

Ci Cii

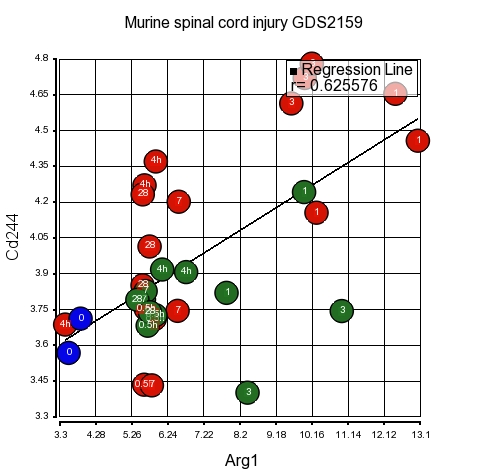

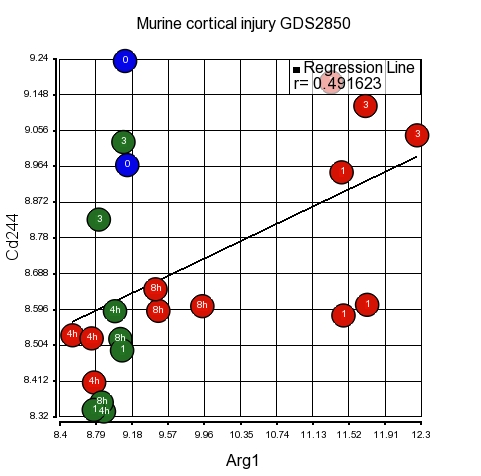

Di Dii

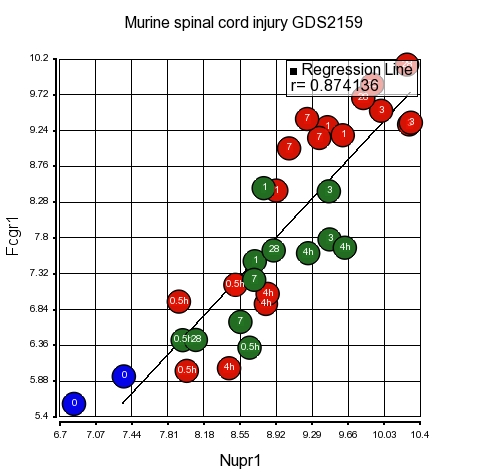

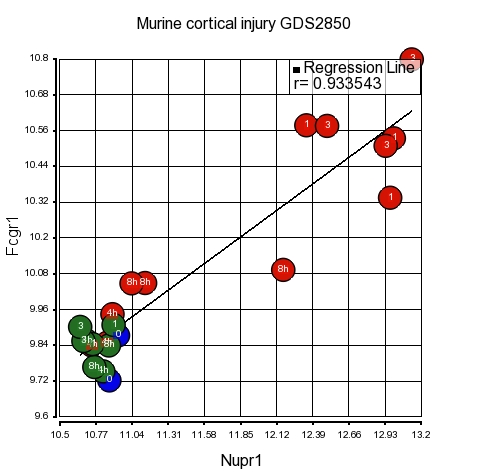

**Supplement:** Figure S7 — Correlation between gene expression of Arg1 , Nupr1 , Fcgr1 and Cd244 in CNS injury models over time. Correlation plots for selected genes of interest showing positive expression correlations in both SCI and cortical CNS injury models (GDS2159 and GDS2850 respectively; see Fig S5 and S6) across multiple time points. Displayed are naïve control (blue points), sham injury control (green points) and injury samples (red points). The numbers within the data points indicates the injury time point in either hours (0.5 h, 4 h, 8 h) or days (1, 3, 7, 28) following injury. Positive correlation plots are shown for Arg1 and Nupr1 in SCI (Ai) and cortical injury (Aii); Arg1 and Fcgr1 in SCI (Bi) and cortical injury (Bii); Arg1 and CD244 in SCI (Ci) and cortical injury (Cii); and Nupr1 and Fcgr1 in SCI (Di) and cortical injury (Dii).

# Supplementary material for: Differential Gene Expression in the EphA4 Knockout Spinal Cord and Analysis of the Inflammatory Response Following Spinal Cord Injury
**Source:** PLoS One. 2012 May 22;7(5):e37635. doi: 10.1371/journal.pone.0037635
**Supplement:** Table S1 — Genes differentially expressed in injured wild-type and EphA4 knockout spinal cord samples. Genes differentially expressed between genotypes following CNS injury, determined by a one-way ANOVA comparing injured groups only. Genes were considered differentially expressed between genotypes when p<0.01 and they had a fold change of ≥1.2. Genes are ordered as in Figure S2.

**Supplementary Table S1: Genes differentially expressed in injured wild-type and EphA4 knockout spinal cord samples**

(p<0.01, fold change ≥1.2)

How the deposited data were processed for this re-analysis (not part of the article)

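Spinal cords of 12 mice were measured, 3 per group, sham-operated or injured and wild-type or EphA4 knockout, 4 days after surgery, with 1 Affymetrix exon array per mouse. The authors normalized the arrays by RMA and analysed core probesets in Partek Genomics Suite, with mm9 named in the deposited notes, and the deposited values are on a log2 scale, 1 per exon probeset with no summary by gene. They fill 12 columns, all of which were mapped to a mouse by the labels, and reach 14.6. They hold no counts, so that the number of arrays limits the precision. The paper gives 1 µg of RNA and ages of 10 to 14 weeks, and the labels give 3 µg and other ages, and the tissue is described as the injured left side in the paper and as the uninjured left side in the labels. The mapping rests on genotype, treatment and replicate, on which the sources do not differ.

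The 1328 probesets that name several genes and the 13438 that name none were left out of the gene levels. The level of a gene was the mean of its probesets; 807 of 15803 genes have 1 probeset. Symbols were matched to GRCm38.p6, 13727 as they stand and 2039 by a synonym that belongs to 1 gene. Differences between genotypes were fitted with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8, R 4.3.3) within the sham-operated and within the injured arrays. Injury in each genotype, their mean and the difference between the injury responses were fitted over all 4 groups. Genotype differences were counted at an unadjusted p under 0.01 and a fold change of at least 1.2, and injury effects at a Benjamini-Hochberg adjusted p under 0.05 and the same fold change. Of 48 gene lists (markers of cell types, functional groups, and the genes the paper names), 46 with at least 3 measured genes were tested in 4 comparisons with camera, at a preset correlation of 0.01 and at an estimated one, and with fry. Exon usage was tested with limma's diffSplice, and the genes around Epha4 with Fisher's exact test. Principal components were tested by exact permutation of the array labels, and the injury response as a whole by a slope over genes with its exact permutation test.

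The genes named are every gene the paper names, the 10 with the largest increase and the 10 with the largest decrease among those past the thresholds with no overlap of the groups, and in each list up to 4 members with the smallest p. Alternatives were the one-way analysis of variance of the study on the same values (for a pair of groups the methods' t-test), all 12 arrays in 1 fit, other summaries of probesets, other scalings, filters on dim genes and probesets, sex, extraction batch and replicate number in the model, array weights, an adjusted p in place of the unadjusted one, and leaving out each array. With extraction batch as a fixed term, arrays alone in their batch were left out of the fit. A test of exon usage with the spread of each probeset was added after the data were seen. The steps were tested on simulated data: of genes changed by 1.5-fold, 90% were recovered in the sham-operated, 96% in the injured genotype comparison, 92% for the mean of the injury effects and 60% for the difference between them, beside 157, 170, 11 and 166 calls among unchanged genes. The GoMiner enrichment and the histology were not analysed here.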

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

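The genes around Epha4, exon usage and the response slope were measured as planned, but their use as tests of an explanation, like the test of the probesets of Wdfy1, was chosen only after their results had been seen, and the regrouping of the injured arrays replaced the simulated data sets as the test of selection after the result of the simulation had been seen.

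Wdfy1 differed between genotypes in data the paper does not discuss, with a mean log2 difference of 0.68, and so did the genes around Epha4 and the use of exons. Of the 20 measured genes nearest to Epha4, 15% (Wdfy1, Dnpep and Sgpp2) had an unadjusted p under 0.01, against 0.824% of the other genes; exon usage differed in 17 genes, and of the 16 with a known place 10 lie on the chromosome of Epha4 (62.5%, Epha4 itself included) and 9 of 15 without Epha4, against 5.86% of all genes. Alleles carried along with the targeted locus are a candidate explanation, with Fisher's exact p = 5.98e-04 for the neighbours and 2.82e-08 for exon usage without Epha4, and sequence variants under the probes are argued against for the increase of Wdfy1, where 4 probesets are each higher in EphA4 knockout cords by 1.56 to 2.30, but not for the 4 of its 13 probesets that are lower, down to −1.01. For exon usage such variants stay open, since the most departing probeset was lower in 7 of 8 linked genes other than Epha4 and Wdfy1 (exact binomial p = 0.0703), and no biological explanation was tested for the region. The count of 17 itself is weak: sets with no effect gave 2 to 21 calls, the highest of the other groupings of the arrays gave 242, and the count was 5 without injured wild-type replicate 2, 11 without sham wild-type replicate 1 or injured EphA4 knockout replicate 1 and 31 without injured EphA4 knockout replicate 2.

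The injury response differed between genotypes in 7 genes of Table S1 when adjusted over that table, whose genes the study chose on these samples: Arg1 (−1.45), Sla (−0.74), Gadd45b (−0.68), Ptbp1 (−0.57), Coq10b (−0.52), Timm8b (−1.03) and Rmnd1 (0.76). Choosing genes on the injured arrays that also enter the response can by itself give smaller increases: 66 genes were lower in injured EphA4 knockout than in injured wild-type cords and had risen after injury in wild-type cords, and 2 of 20 regroupings of the injured arrays, the real one included, gave as many, with 161 as the highest of the others, so that selection stays open as a candidate explanation. The simulation that was looked at first went against it as the whole cause: in 100 data sets with selection alone, 14 to 43 genes (median 25) met this description, fewer than the 66, but their noise was drawn independently for each gene. A response of the EphA4 knockout cords that is weaker as a whole cannot be told apart from the spread of the arrays, as the exact permutation p of the slope was 0.2 with 6 injured arrays. A smaller inflammatory response to injury in EphA4 knockout cords, the biological difference that the design names, stays open as well.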

How the results depend on the processing

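No test of exon usage with the spread of each probeset was planned; it was added after the data had been seen, and every other alternative was set beforehand. The lowest signals limit what can be seen in sham-operated cords, where 113 of the 213 calls lie in the dimmest 25% of genes. Separate fits, with fewer genes tested, gave 113 calls (61 higher, 52 lower) above the 25th percentile and 74 (52 higher, 22 lower) above the 50th. The cause was not tested for the other changes given here.

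Replicate numbers do not pair the arrays: the mean correlation of arrays with the same number was −0.012 over 18 pairs, and 2 of 12 arrays were closest to one of their own number. With a replicate block the counts were 243 (sham-operated genotypes), 151 (injured genotypes), 3553 (wild-type injury), 3040 (EphA4 knockout injury), 4670 (mean injury) and 163 (difference between responses), and Arg1 kept −1.68 between the injured genotypes.

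The methods' t-test gave 91 and 83 genes in the sham-operated and injured genotype comparisons, and after adjustment 0 in each, and the spread of each gene alone gave 0 for the difference between responses after adjustment; at an adjusted p under 0.05 limma gave 1, 0 and 0. In the injured comparison all 12 arrays in 1 fit gave 210 genes, batch as a fixed term 202 and array weights 553; for the difference between responses these were 285 with batch and 321 with weights, and 84 (7 higher, 77 lower) above the 50th percentile. The batch fits left out the arrays alone in their batch. Arg1, −1.68 under each test, lost its call under the methods' t-test, before and after adjustment, and at an adjusted p. The median of probesets gave 2478 genes for wild-type injury and 1967 for EphA4 knockout injury, and a 2-fold threshold 647, 502 and, for the mean, 559. With an estimated correlation the list tests called 0, 6, 14 and 5 lists (sham-operated, injured, mean injury, difference) in place of 9, 22, 25 and 20, and fry called 0 in sham-operated and 6 in each of the injured comparison and the difference. The Simes test called exon usage in 74 genes by genotype, and the spread of each probeset 2 by genotype and 770 by injury. In 20 simulated sets with no genotype effect the Simes test called 113 to 157 genes, more than the 74. The spread of each probeset called 0 in these sets. The share of genes around Epha4 was 10% with 5 genes on each side (Fisher's exact p = 0.0811) and 5% in injured arrays (p = 0.147).

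Leaving out 1 array gave 153 to 305 (sham-operated), 72 without injured wild-type replicate 3 to 180 without injured EphA4 knockout replicate 2 (injured), 2517 without injured wild-type replicate 3 to 4187 (wild-type injury), 117 without sham EphA4 knockout replicate 2 to 340 without injured EphA4 knockout replicate 3 (difference), 4 without sham EphA4 knockout replicate 1 to 11 (lists, sham-operated) and 5 without injured wild-type replicate 2 to 31 without injured EphA4 knockout replicate 2 (exon usage by genotype). The first principal component held 34.3% to 71.4% of the variance and the slope was 0.827 to 0.931 over all alternatives run, those that leave out 1 array included.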

Differences from the paper's values

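All alternatives named here were set before the data were examined. The inputs differ: the paper states a gene-level summary of core probesets, with only the arrays of a comparison loaded for it, while the values here are means over the deposited exon probesets of each gene, from 1 table of all 12 arrays. The effect of this difference was not tested.

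In sham-operated cords 213 genes met the paper's stated thresholds here, and the paper gives 119. The count lies within 1.5 times the paper's under the methods' t-test (91), with all 12 arrays in the fit (146), among genes above the 25th percentile (113), with the dimmest 25% of probesets left out (175), with extraction batch as a fixed term (161), without sham EphA4 knockout replicate 2 (153) and without sham wild-type replicate 3 (176), and not under the other alternatives. The batch fit leaves out sham EphA4 knockout replicate 1, alone in its batch. Lower in EphA4 knockout cords were 153 genes here and 56 in the paper; the count lies within 1.5 times the paper's under the methods' t-test (66) and among genes above the 25th percentile (52), and not under the others. In injured cords 126 genes met the thresholds here, and the paper gives 71; the count comes within 1.5 times the paper's under the methods' t-test (83), among genes above the 50th percentile (105), with the dimmest 25% of probesets left out (102) and without injured wild-type replicate 3 (72), and not under the others. For Arg1 the unadjusted p between injured genotypes was 3.48e-04 here and the paper's is 0.0164; the methods' t-test, before adjustment 0.0166, comes within 1.5 times the paper's value, and no other alternative does.

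Of the 70 genes of Table S1 compared beside Arg1, 5 differ from the paper's log2 fold change by more than the spread between replicates or in sign. Under no alternative in which they were measured do these 5 come within it. Ctla2a and Rdh16 have no value under the filters on dim genes and probesets. Cflar had −0.25 against the paper's −0.64, Ctla2a −0.35 against the paper's −0.60, Rdh16 −0.046 against the paper's 0.44, Ccdc47 −0.096 against the paper's −0.50 and Prkcb1 −0.083 against the paper's −0.36. Of the same 70 genes, 29 met the thresholds with limma and 41 with the methods' t-test.

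The paper names Arginase 1 as the gene with the largest fold change between injured genotypes; here Gstp2, measured by 1 probeset, had a larger one (−1.84) than Arg1 (−1.68). The paper counts more genes higher than lower in sham-operated EphA4 knockout cords; here 60 were higher and 153 lower, while among genes above the 25th percentile 61 were higher and 52 lower. By the methods' t-test 25 were higher, against 63 in the paper, and 66 lower. The paper found no array out of place; here sham-operated EphA4 knockout replicate 2, labelled male, had Eif2s3y at 3.25, in the range of the arrays labelled female.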

Other observations

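The test of the array whose sex label is in doubt was chosen only after its result had been seen, and the test of signal range replaced an earlier one after the result of that one had been seen; the other tests given here were not.

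After injury 11 of 12 microglia genes rose and 1 did not pass, with Olfml3 at 2.91 and Csf1r, the receptor for colony stimulating factor 1, at 1.49 on the log2 scale (camera adjusted p = 1.39e-11, and adjusted p = 0.0131 with an estimated correlation). Of 9 complement genes 7 rose, with C1qa at 2.54 and C4b at 2.30 (camera adjusted p = 3.74e-10, and adjusted p = 0.0131 with an estimated correlation), and of 14 genes of lipid handling in foamy macrophages 13 rose, Abca1, a cholesterol exporter, by 1.99 (camera adjusted p = 6.57e-13, and adjusted p = 0.0131 with an estimated correlation). Of 16 genes of cholesterol synthesis 14 fell and 2 did not pass, with Stard4, a sterol carrier, at −0.76 (SE 0.08) and Insig1, a sterol sensor, at −0.73 (SE 0.10) (camera adjusted p = 1.08e-04, and adjusted p = 0.283 with an estimated correlation). Of 12 interferon response genes 10 rose, Bst2 by 2.18 (camera adjusted p = 7.39e-07, and adjusted p = 0.185 with an estimated correlation), and of 11 regeneration-associated genes 5 rose, Atf3, a transcription factor of injured neurons, by 3.09 (SE 0.14) (camera adjusted p = 1.18e-04, and adjusted p = 0.0308 with an estimated correlation). Among 13 genes of the glial scar matrix 9 rose, Tnc, tenascin C, by 3.21, and 1 fell, Bcan, brevican, by 0.88 (camera adjusted p = 1.07e-04, and adjusted p = 0.0732 with an estimated correlation). Of 20 Eph receptors and ephrins other than Epha4, 2 rose, 6 fell and 12 did not pass, with Epha6 at −0.87 and Efna5 at −0.54 (camera adjusted p = 0.294), and of 12 oligodendrocyte genes 1 rose, 2 fell and 9 did not pass (camera adjusted p = 0.308). Adjusted over the list alone, 11 microglia, 7 complement, 14 lipid handling, 11 interferon and 5 regeneration genes were higher, 14 genes of cholesterol synthesis were lower, and 9 scar genes, 2 Eph genes and 1 oligodendrocyte gene were higher and 2, 9 and 2 lower.

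Between the injured genotypes, of 68 mitochondrial ribosomal proteins Mrps6 fell by 0.54 in EphA4 knockout cords and 67 did not pass, with 55 below 0 and medians of −0.22 and −0.08 within extraction batches 1 and 2 (0 when adjusted over the list alone, camera adjusted p = 1.84e-08, and adjusted p = 0.305 with an estimated correlation). Of 22 genes of mitochondrial import Timm8b fell by 0.55 (SE 0.12) and Chchd4 by 0.46 (SE 0.11), and 20 did not pass (2 lower when adjusted over the list alone, camera adjusted p = 6.08e-05, and adjusted p = 0.305 with an estimated correlation). Timm8b and Chchd4 are genes of Table S1, which the study chose for this difference on these samples. Their calls, and their part in the list test, are therefore not independent evidence. Of 38 proteasome subunits 32 were below 0, 0 met the thresholds and 4 had an unadjusted p under 0.05 from limma (camera adjusted p = 4.84e-06, and adjusted p = 0.345 with an estimated correlation). Of 13 reactive astrocyte genes 1 fell and 12 did not pass (1 lower when adjusted over the list alone, camera adjusted p = 3.36e-05, and adjusted p = 0.305 with an estimated correlation), and all 21 synapse genes lay above 0 with 0 past the thresholds and 1 at an unadjusted p under 0.05 from limma (camera adjusted p = 3.96e-04, and adjusted p = 0.456 with an estimated correlation).

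Lower calls outnumbered higher calls in sham-operated EphA4 knockout cords, and most of them were among the dimmest genes. Among genes above the 50th percentile, the test looked at first, 70.3% of 74 calls were higher (52 higher, 22 lower), and above the 25th percentile 61 were higher and 52 lower, which goes with a difference in signal range between arrays as the cause. After the arrays were given a common distribution again, the test that replaced it, 41.8% of the calls were higher, up from 28.2% but still under 50%, so that signal range may account for part of the excess or all of it and stays open. Without sham EphA4 knockout replicate 2, whose sex label is in doubt, 35.3% were higher among 153 calls (54 higher, 99 lower), which argues against that array as the whole cause. A biological difference in olfactory receptor genes was not tested beyond their list.

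Other groupings of the same arrays were counted for each result. For 3 arrays against 3 the 10 groupings are too few for a share under 0.05: 213 genes were called for the sham-operated genotypes with 301 as the highest of the others (2 groupings as large), 126 for the injured genotypes with 233 (5 as large), 3804 for wild-type injury with 0 and 3239 for EphA4 knockout injury with 0 (1 each). For the mean of the injury effects chance can be excluded, with 4710 genes and 943 as the highest other (1 of 100), as for the count of exon usage by injury, with 1256 and 254 (1 of 100). Of these 1256 genes 1068 were also called as changed by injury at the gene level. Probesets of 1 gene can follow its level unequally, as in Arg1, where their log2 changes in wild-type cords ran from 0.47 to 7.34. The count therefore does not show that the use of exons changed in these genes. Chance cannot be excluded for the difference between responses, with 167 and 661 (26 of 100), nor for the count of genes with other exon usage by genotype, with 17 and 242 (17 of 100). Groupings that call several times the real count point to a structure of the samples, the source of which was not tested. For the 10 of these genes on the chromosome of Epha4, Epha4 among them, no other grouping gave as small a Fisher's exact p (1 of 100, also without Epha4). This argues against chance for their share but does not exclude it, as that test takes linked genes as independent. Another grouping put 6 of 8 called genes on that chromosome (Fisher's exact p = 1.01e-06), and the highest number of such genes was 20.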
